# Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes

**DOI:** 10.1111/acel.13482

**Published:** 2021-09-28

**Authors:** Mingrui Li, Chao Ren, Shuai Zhou, Yuanlin He, Yueshuai Guo, Hao Zhang, Lu Liu, Qiqi Cao, Congjing Wang, Jie Huang, Yue Hu, Xue Bai, Xuejiang Guo, Wenjie Shu, Ran Huo

**Keywords:** Cdk9, DNA damage, oocyte aging, oocyte quality, preimplantation embryo, proteomics, PUF60, splicing

## Abstract

Aging has many effects on the female reproductive system, among which decreased oocyte quality and impaired embryo developmental potential are the most important factors affecting female fertility. However, the mechanisms underlying oocyte aging are not yet fully understood. Here, we selected normal reproductively aging female mice and constructed a protein expression profile of metaphase II (MII) oocytes from three age groups. A total of 187 differentially expressed (DE) proteins were identified, and bioinformatics analyses showed that these DE proteins were highly enriched in RNA splicing. Next, RNA‐seq was performed on 2‐cell embryos from these three age groups, and splicing analysis showed that a large number of splicing events and genes were discovered at this stage. Differentially spliced genes (DSGs) in the two reproductively aging groups versus the younger group were enriched in biological processes related to DNA damage repair/response. Binding motif analysis suggested that PUF60 might be one of the core splicing factors causing a decline in DNA repair capacity in the subsequent development of oocytes from reproductively aging mice, and changing the splicing pattern of its potential downstream DSG *Cdk9* could partially mimic phenotypes in the reproductively aging groups. Taken together, our study suggested that the abnormal expression of splicing regulation proteins in aged MII oocytes would affect the splicing of nascent RNA after zygotic genome activation in 2‐cell embryos, leading to the production of abnormally spliced transcripts of some key genes associated with DNA damage repair/response, thus affecting the developmental potential of aged oocytes.

## 1 INTRODUCTION

Fertility decline has increasingly become a public health concern in recent decades. Infertility currently affects 10–15% of couples worldwide (Sharma et al., 2013), and a decline in female fertility is one of the leading causes of infertility (Vander Borght & Wyns, 2018). Female fertility refers to the ability of a woman to produce mature oocytes, fertilize, and give birth to a healthy child. Many factors influence female fertility, among which age is an important physiological and uncontrollable factor (Sauer, 2015). Female fertility declines with age: the incidence of infertility is less than 15% in women younger than 35 years, rising to about 30% in women aged 35–40 years and about 64% in women older than 40 years (Crawford & Steiner, 2015). However, in modern society, women in many populations tend to postpone childbearing, and childbearing by women of an advanced maternal age has become an urgent global issue (Chen, 2019).

The main reasons for the irreversible fertility decline observed in women with age are decreased ovarian function and endometrial receptivity, of which decreased oocyte quality is a determining factor (Tatone, 2008). Oocytes increase in size during their growth phase and accumulate maternal mRNAs and proteins (Chermuła et al., 2018). These maternal factors stored in mature oocytes are of great significance in determining the developmental potential of oocytes and guiding the subsequent early embryonic development (Li et al., 2010). Changes in maternal factors in aged oocytes influence not only its own quality but also the health of embryos after fertilization. There is by now increasing evidence that cohesion fatigue is a main factor in predisposition to aneuploidy that greatly restricts developmental potential of oocytes as women age (Capalbo et al., 2017; Gruhn et al., 2019). Previous studies have found that advanced maternal age can influence oocyte quality by affecting nuclear and cytoplasmic maturation during oocyte development (Conti & Franciosi, 2018). Some genes/proteins have also been confirmed to be related to the quality of aged oocytes *in vivo* or *in vitro*. For example, alterations in proteome of structural maintenance of chromosomes and spindle assembly checkpoint (SAC) in aged oocytes (Schwarzer et al., 2014). The expression of proteins involved in the SAC, such as BUB1, MAD2, and BUBR1, decreased in DNA‐damaged metaphase I (MI) oocytes of aged mice, leading to the generation of chromosomal anomalies in metaphase II (MII) oocytes (Marangos et al., 2015). The substantial reduction in HDAC3 protein in oocytes from aged mice is associated with the failure of meiotic apparatus assembly (He et al., 2019). Defects in the expression of members of the sirtuin family can lead to abnormal oocyte maturation and early embryonic development in aged mice (Qiu et al., 2018; Tamura et al., 2017; Zeng et al., 2018). However, due to the complexity and multifactorial nature of the age‐related decline in oocyte quality, the mechanisms have not been fully resolved, and currently, there is no effective approach to improve oocyte quality and pregnancy outcome.

It has been reported that the reproductive aging pattern of C57BL/6 female mice is similar to that of human females: The ovarian reserve and the litter size decrease with age, and natural infertility occurs in about half of the survival age (Boot et al., 1956; Coxworth & Hawkes, 2010). Aged female mice also exhibit many physiological changes similar to menopausal women, including irregular oestrus cycles (Boot et al., 1956; Nelson et al., 1981), making it an ideal *in vivo* model for studying reproductive aging. Herein, we used C57BL/6 female mice in three different age groups of 8–10 weeks (8–10 w), 6–8 months (6–8 m), and 10–12 months (10–12 m) as models to evaluate the quality of oocytes to identify the phenotypes of the decline in the quality and developmental potential of aged oocytes. We constructed a protein expression profile of MII oocytes of three age groups and found that a large number of splicing regulatory proteins were downregulated in MII oocytes of reproductively aging mice, which affected the splicing events and led to the impaired quality of preimplantation embryos. Our results uncover a novel functional role of splicing during mouse oocyte aging and provide direct coupling evidence about splicing proteins and the developmental potential of aged oocytes.

## 2 RESULTS

### 2.1 Declined quality and developmental potential in aged oocytes

First, the quantity and quality of MII oocytes were evaluated among the three groups. We found that the number of oocytes after superovulation decreased dramatically in the 6–8 m and 10–12 m group, especially in the latter (Figure 1a). Fluorescence staining for the spindle and chromosomes showed that normal MII oocytes presented a typical barrel‐shaped spindle and well‐aligned chromosomes on the metaphase plate, while a higher proportion of abnormal spindle morphologies (such as irregular, unipolar, or multipolar spindles) and chromosome alignment (such as misaligned, scattered, and even moved to poles of spindle) were observed in the two reproductively aging groups (6–8 m and 10–12 m) (Figure 1b–d). As described previously (Zeng et al., 2018), there are mainly three different patterns of mitochondrial distribution in MII oocytes (Figure 1e), including polarized distribution, homogeneous distribution, and clustering distribution. MitoTracker was used to stain the mitochondria of MII oocytes from the three age groups. We observed that the proportion of abnormal mitochondrial aggregation in oocytes increased significantly with aging (Figure 1f). Chromosome spreads of MII oocytes were also performed, and the chromosome numbers were determined (Figure 1g). The results showed that the incidences of hypoploidy markedly increased in the 10‐12m group (Figure 1h). The quality of the aged oocytes decreased, and the developmental potential was also decreased, which was manifested by the decreased fertilization rate and blastocyst formation rate after *in vitro* fertilization (IVF) (Figure 2a, b), and a significantly increased number of apoptotic cells in blastocysts (Figure 2c, d).

**FIGURE 1:**
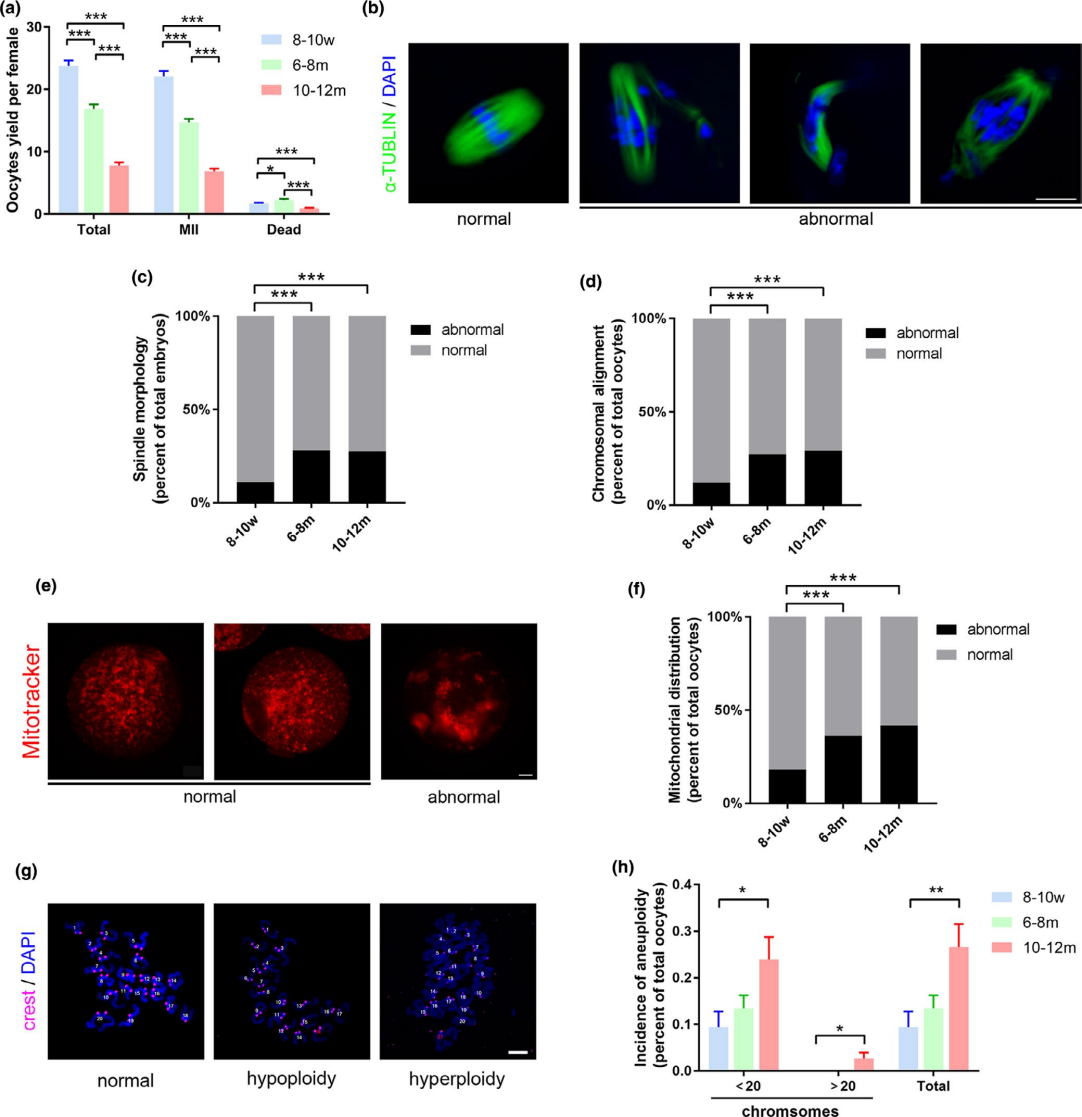
Decreased quantity and quality in aged oocytes. (a) Yield and morphology of oocytes obtained after superovulation of 8–10 w (117 independent experiments), 6–8 m (101 independent experiments) and 10–12 m (110 independent experiments) mice. T‐test (two‐tailed) was used for statistical analysis. (b) Representative examples of spindles in MII oocytes from the mice of three age groups, after labelling with α‐tubulin antibody (green) and counterstaining of DNA with Hoechst (blue). (c, d) Incidence of spindle abnormalities (c) and chromosomal misalignment (d) in MII oocytes of 8–10 w (*n* = 201 from eight independent experiments), 6–8 m (*n* = 174 from six independent experiments), and 10–12 m (*n* = 127 from four independent experiments) mice. Chi‐square test was used for statistical analysis. (e) Representative mitochondrial distribution in MII oocytes from 8–10 w, 6–8 m, and 10–12 m mice (MitoTracker staining shown in red). (f) Incidence of abnormal mitochondrial aggregation in MII oocytes from 8–10 w (*n* = 209 from eight independent experiments), 6–8 m (*n* = 185 from six independent experiments), and 10–12 m (*n* = 134 from four independent experiments) mice. Chi‐square test was used for statistical analysis. (g) Example of typical normal, hypoploidy and hyperploidy chromosome spread of MII oocyte (Hoechst staining of DNA shown in blue). (h) Incidence of hyperploidy and hypoploidy (and total chromosomal defects from these two endpoints combined) in MII oocytes of 8–10 w (*n* = 182 from nine independent experiments), 6–8 m (*n* = 106 from five independent experiments), and 10–12 m (*n* = 117 from seven independent experiments) mice. Hyperploidy was not detected in MII oocytes from 8–10 w and 6–8 m mice. T‐test (two‐tailed) was used for statistical analysis. Data are presented as mean ±SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Scale bar, 10 μm

**FIGURE 2:**
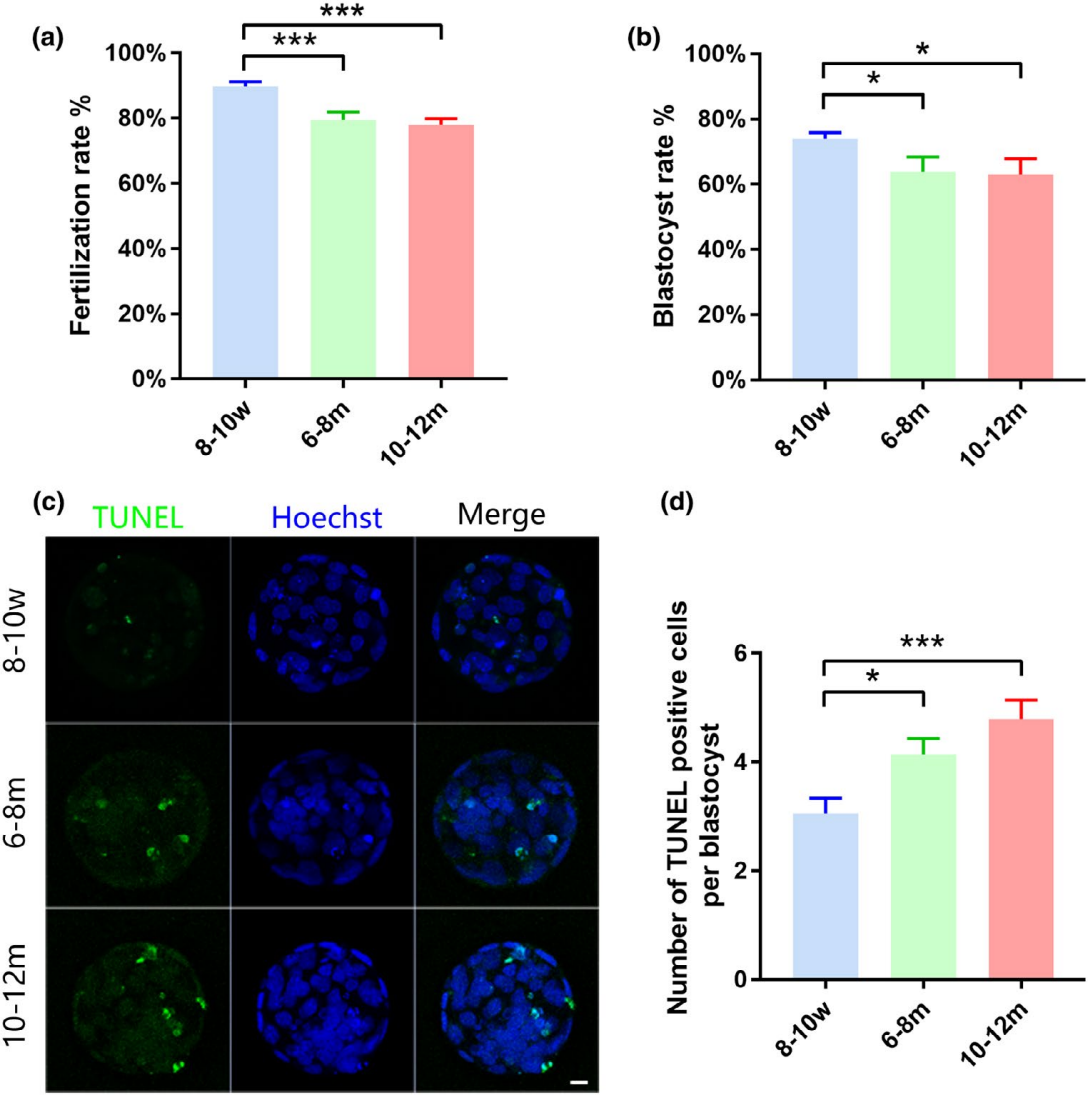
Declined developmental potential in aged oocytes. (a) Fertilization rate of MII oocytes rate from 8–10 w, 6–8 m, and 10–12 m groups (45 independent experiments). (b) Blastocyst rate in 8–10 w, 6–8 m, and 10–12 m groups (16 independent experiments). (c) The nuclei in the blastocyst were stained by Hoechst (blue), and apoptotic cells were detected by TUNEL assay (green). (d) Apoptotic cell number per blastocyst in 8–10 w (*n* = 95), 6–8 m (*n* = 81), and 10–12 m (*n* = 124) groups (from four independent experiments). A two‐tailed t‐test was used for statistical analysis. Data are presented as mean ±SEM. *p < 0.05, ***p < 0.001. Scale bar, 10 μm

### 2.2 Identification of DE proteins during mouse oocyte aging

To better understand the molecular mechanisms that lead to the decline of the developmental potential of aged oocytes, we collected MII oocytes after zona pellucida removal from three age groups and constructed the proteome profile. A total of 4888 quantitative proteins were identified, of which 187 were differentially expressed (DE) (P‐value less than 0.05 and fold change greater than 1.5) (Figure 3a, Table S1). The results of principal component analysis (PCA) showed good intra‐group repeatability, and clearly distinguished the reproductively aging groups from the younger groups (Figure S1a). The heatmap showed that the DE proteins were divided into four clusters, according to their expression patterns, among which proteins downregulated with age constituted the largest proportion (Figure 3b).

**FIGURE 3:**
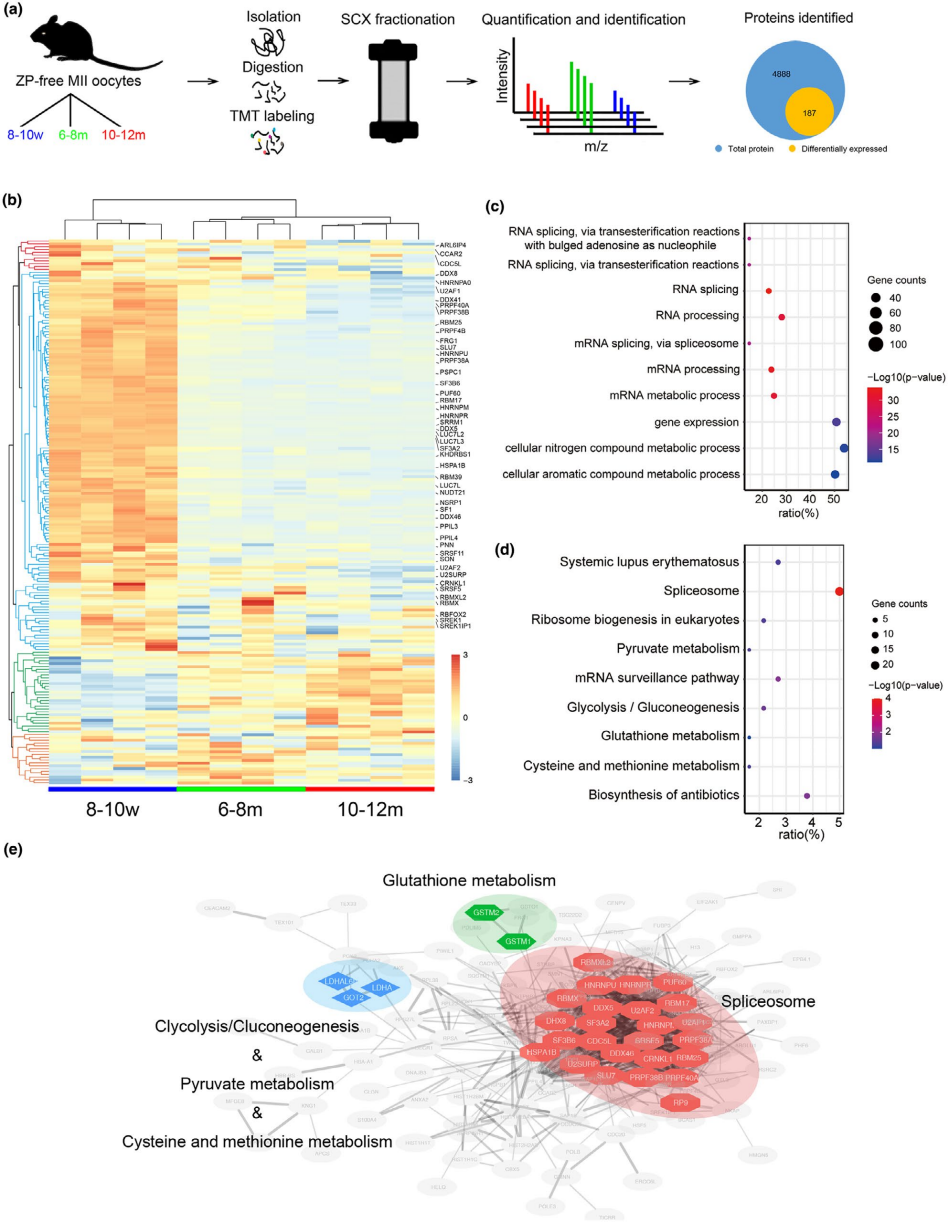
Proteomics of MII oocytes from three age groups and bioinformatic analysis. (a) Schematic of the experimental design for proteomics, with assay results for MII oocytes from 8–10 w, 6–8 m, and 10–12 m mice. (b) Heatmap and hierarchical clusters of the 187 DE proteins. The raw values are normalized using z‐score. Fifty proteins identified as splicing related are labelled. (c) Gene ontology enrichment analysis of the 187 DE proteins using DAVID. The ratio is identified as the involved genes/total genes. (d) KEGG pathway enrichment analysis of the 187 DE proteins using DAVID. The ratio is identified as the involved genes/total genes. (e) Protein‒protein interaction networks of DE proteins was performed using STRING and functional protein interaction networks were visualized using Cytoscape

### 2.3 DE proteins are highly enriched in RNA splicing

GO enrichment analysis showed that DE proteins were enriched in the biological process of RNA splicing (Figure 3c, Table S2). Similarly, the KEGG pathway analysis of DE proteins showed the most significant enrichment for the "spliceosome" pathway (Figure 3d, Table S3). We constructed a putative protein interaction network using the STRING database (Szklarczyk et al., 2017) and found that spliceosome‐related DE proteins were most enriched in pathway enrichment and formed the largest and densest network (Figure 3e). These results demonstrated that DE proteins were highly enriched in RNA splicing. For further refinement, we found that up to 50 DE proteins (50/187) were splicing‐related proteins based on RNA splicing or spliceosome‐associated GO terms (Ashburner et al., 2000; The Gene Ontology, 2019), spliceosome pathway from KEGG database (Kanehisa et al., 2016) and mRNA splicing pathway from the Reactome database (Fabregat et al., 2018). By mapping the 50 splicing‐related proteins to the mRNA splicing pathway of the Reactome database (Fabregat et al., 2018) and the Spliceosome database (Cvitkovic & Jurica, 2013), we found that these splicing‐related DE proteins were mainly involved in the formation of core complexes during spliceosome assembly (Figure S1b). Notably, most of these splicing‐related proteins (48/50) were downregulated during oocyte aging (Figure 3b).

### 2.4 Abnormal splicing of 2‐cell embryos and increased DNA damage in morulae in reproductively aging mice

It is widely accepted that splicing and transcription are temporally coupled (Naftelberg et al., 2015). Since MII oocytes are in a special transcriptional silencing state, re‐transcriptional activation does not occur until the early embryo (L. Li et al., 2013) (Figure S2a). Therefore, we speculated that changes in the expression of a large number of splicing‐related proteins in the MII oocytes of reproductively aging mice might lead to large‐scale RNA splicing abnormalities in early embryos. It has been reported that mRNAs transcribed at the zygote stage are mostly non‐functional, and the splicing machinery may not be fully formed or function inefficiently, while effective splicing occurs in the 2‐cell stage (Abe et al., 2015), we collected 2‐cell embryos 24–34 h post‐insemination (hpi) for EU incorporation and found that transcriptional activity was strongest at approximately 28 hpi (Figure S2b, c). To better understand the changes in alternative splicing (AS) events during this period, we collected 2‐cell embryos of 28 hpi from three age groups for RNA‐seq. 

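Each age group was represented by 2 samples of 2‐cell embryos, with about 50 embryos in a sample. For each sample, the authors deposited the number of fragments counted on every RefSeq transcript, together with the same number scaled to library size (FPM) and the FPKM. The counts were used here, because the tests for differential expression need unscaled values. The total number of fragments was 15067298 and 13566504 in the 8–10 w samples, 18703094 and 15723095 in the 6–8 m samples, and 12527845 and 15549082 in the 10–12 m samples. The files list 35800 placements of transcripts on the mm10 genome with 34755 distinct accessions, of which 34424 matched a gene symbol. The longest transcript was taken for each of the 24222 genes, and these transcripts held between 56.7% and 61.5% of the fragments of a sample. Between 16687 and 17685 genes had at least 1 fragment in a sample. Age groups were compared by edgeR's quasi‐likelihood test with TMM normalization, with all 6 samples in a single model. The test covered the 13142 genes with enough fragments for edgeR's filter, and p‐values were adjusted by the Benjamini‐Hochberg method. With 2 samples in a group, an exact permutation test of a single gene cannot give a two‐sided p‐value under 0.333. The libraries were made in separate experiments, but the labels do not say which sample came from which experiment.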

By using rMATS based on the standard protocol, as previously reported (Shen et al., 2014), we found a large number of splicing events and genes at this stage. 

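By the paper's own tables, 772 AS events in 627 genes differed between 10–12 m and 8–10 w embryos, and 952 events in 756 genes differed between 6–8 m and 8–10 w embryos. A total of 222 genes were listed in both comparisons. The total expression of these DSGs was measured in the same samples from the deposited fragment counts, in which 519 of the 10–12 m/8–10 w DSGs and 602 of the 6–8 m/8–10 w DSGs could be tested. Their median level was 17.6 and 16.0 FPM, against 8.80 over all tested genes. The total expression of the DSGs changed little, with a log2 fold change smaller than 0.5 in either direction for 87.5% of them in 10–12 m/8–10 w and 92.9% in 6–8 m/8–10 w. At an unadjusted p‐value below 0.05, 46 DSGs (8.86%) changed in 10–12 m/8–10 w and 21 (3.49%) in 6–8 m/8–10 w, while 10.3% and 5.55% of all tested genes did. Past a log2 fold change of 1 and an adjusted p‐value of 0.05, only Ddx60 was called in 10–12 m/8–10 w. Its log2 fold change was −1.62 (standard error 0.30, adjusted p = 0.0323 from edgeR). With the replicate number as a block, or without TMM, 0 genes were called lower, so that Ddx60 was not called. In 6–8 m/8–10 w, 0 DSGs were called. The DSGs as a set had a median log2 fold change of −0.090 in 10–12 m/8–10 w (limma's camera test with a fixed correlation of 0.01 between genes, adjusted p = 0.097 over the 2 comparisons, from an unadjusted value of 0.0485). Camera with the correlation between genes estimated from the data gave an adjusted p = 0.14 for this set. The alternative that moved the median most was library totals without TMM, which gave −0.14 (limma camera, adjusted p = 0.0788). This scaling also moved the median of the other tested genes, from 0.0021 to −0.042. Little of the move is therefore a change of the DSGs relative to them. For the 6–8 m/8–10 w DSGs, the median was −0.050 (limma camera, adjusted p = 0.346). Samples with the same replicate number deviated together in this comparison (r = 0.189 across genes), and with the replicate number as a block the median was −0.040 (adjusted p = 0.375). The same correlation was −0.0206 in 10–12 m/8–10 w.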

AS events were divided into four types according to their AS patterns: exon skipping (SE), alternative 5’ splice site (A5SS), alternative 3’ splice site (A3SS), and intron retention (RI). 

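The events of Tables S4 and S5 were sorted by type, and the gene‐level expression of the genes with an SE event was measured in the deposited fragment counts. The paper's tables list 613 SE events in 505 genes for 10–12 m/8–10 w, which are 79.4% of its events, and 799 SE events in 649 genes for 6–8 m/8–10 w, which are 83.9%. Exon inclusion was lower in the 10–12 m embryos for 325 of the SE events and higher for 288. In the 6–8 m embryos it was lower for 407 and higher for 389, with 3 events whose values could not be read. The paper's junction reads behind an SE event had a median of 14 per library in Table S4 and 15 in Table S5, and 54.0% of the SE events in each table had a library with fewer than 10. An inclusion level of a single library therefore rests on few reads for most of these events, and counting error alone is large. Of all events, 178 were listed in both tables, which is 23.1% of Table S4 and 18.7% of Table S5. All 177 of them with readable values changed in the same direction. Both comparisons have the same 8–10 w libraries as the reference and list only selected events, so that the shared directions are no further evidence. The 411 tested genes with an SE event in 10–12 m/8–10 w had a median log2 fold change in total expression of −0.080 (limma camera, adjusted p = 0.168 over the 2 comparisons). The 513 such genes in 6–8 m/8–10 w had a median of −0.054 (limma camera, adjusted p = 0.292).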

The highest proportion of AS pattern was SE in the 10–12 m/8–10 w and the 6–8 m/8–10 w, which account for about 80% of all AS events (Figure 4a; Tables S4, S5). The results of GO analysis of DSGs in the reproductively aging groups versus the younger group suggested that DSGs were enriched in biological processes related to DNA damage repair/response (Figure 4b). Then, we selected a few DSGs related to DNA damage repair/response to verify the AS changes by RT‐PCR. The validation results were consistent with those of RNA‐seq analysis (Figure S3). We speculated that the dysfunction of DNA damage repair/response‐related genes caused by abnormal splicing would lead to increased DNA damage in early embryos in reproductively aging groups. Therefore, we compared the DNA damage levels of morulae in three age groups by immunofluorescence staining of the classic DNA damage marker γH2AX (Li et al., 2020). By comparing the overall fluorescence intensity in the nucleus of the morulae, we found that the DNA damage level of the morulae from 6–8 m and 10–12 m mice was both significantly higher than that from 8–10 w mice (Figure 4c, d).

**FIGURE 4:**
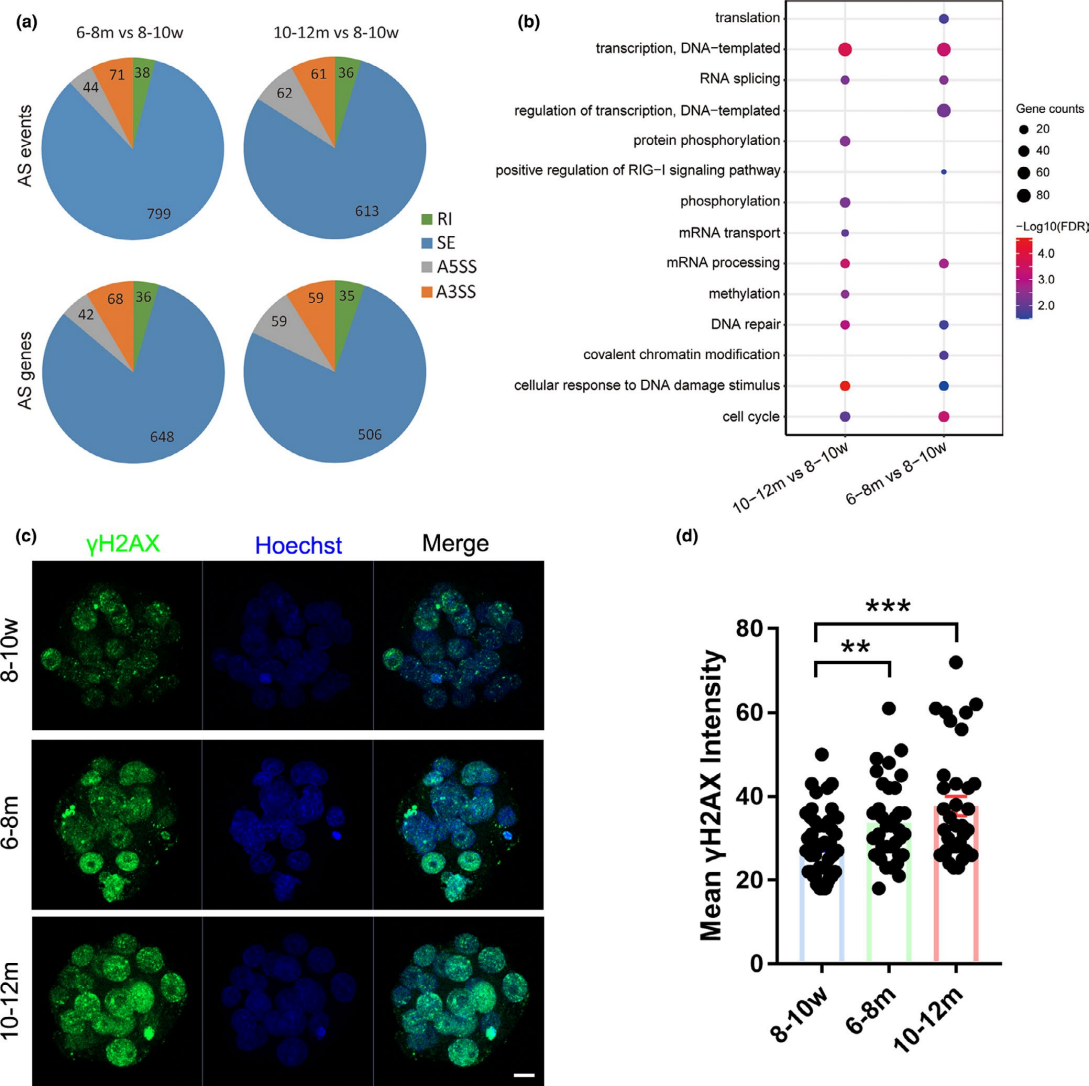
Splicing analysis of 2‐cell embryos in three age groups and increased DNA damage in morulae of reproductively aging mice. (a) Pie chart illustrating the alternative splicing events and involved genes. (b) Gene ontology enrichment analysis of the DSGs between reproductively aging and younger groups. (c) Immunofluorescence staining of γH2AX in morulae from 8–10 w, 6–8 m, and 10–12 m groups. (d) The γH2AX fluorescence intensity of each morula from 8–10 w, 6–8 m, and 10–12 m mice (8–10 w, *n* = 50; 6–8 m, *n* = 39; 10–12 m, *n* = 35; from three independent experiments). A two‐tailed *t*‐test was used for statistical analysis. Data are presented as mean ±SEM. **p < 0.01, ***p < 0.001. Scale bar, 10 μm

### 2.5 DE protein PUF60 is a potential core splicing factor responsible for the decline of oocyte developmental potential in reproductively aging mice

In the process of AS regulation, a considerable number of RNA‐binding proteins (RBPs) are used as splicing regulatory factors, which can combine with splicing regulatory elements on pre‐mRNA through specific RNA‐binding motifs to regulate alternative splicing. If a splicing factor is a key regulator of DSEs, its RNA‐binding motif should be significantly enriched in AS event regions (Dong et al., 2018). To identify the key splicing regulators in the DE proteins, we collected known motifs from RBP‐motif databases (RBPDB, SpliceAid, and oRNAment) (Benoit Bouvrette et al., 2020; Cook et al., 2011; Giulietti et al., 2013) and performed motif scan on the 300‐bp region of each alternative exon, including a 250‐bp region located on the intron side and a 50‐bp region located on the exon side (Figure 5a) using an analysis tool, CentriMo (Bailey & Machanick, 2012). The DSGs of the reproductively aging groups versus the younger group were scanned, and the results showed that the binding motifs of some DE proteins were significantly enriched, in which the enrichment of PUF60‐binding motif showed a highly matched specific and significant enrichment (Figure 5b). PUF60 protein expression was examined in the MII oocytes of three age groups by western blotting and was in agreement with the tandem mass tag (TMT) quantification (Figure 5c). We further searched for DSGs with the PUF60‐binding motif as potential PUF60‐target genes (Table S6). GO analysis of PUF60‐target DSGs of the reproductively aging groups versus the younger group showed that ‘cellular response to DNA damage stimulus’ and ‘DNA repair’ were present in the top 10 GO terms, suggesting that PUF60 might be the core splicing factor causing decline in DNA repair capacity and possibly thereby also the decreased developmental potential of oocytes in reproductively aging mice (Figure 5d).

**FIGURE 5:**
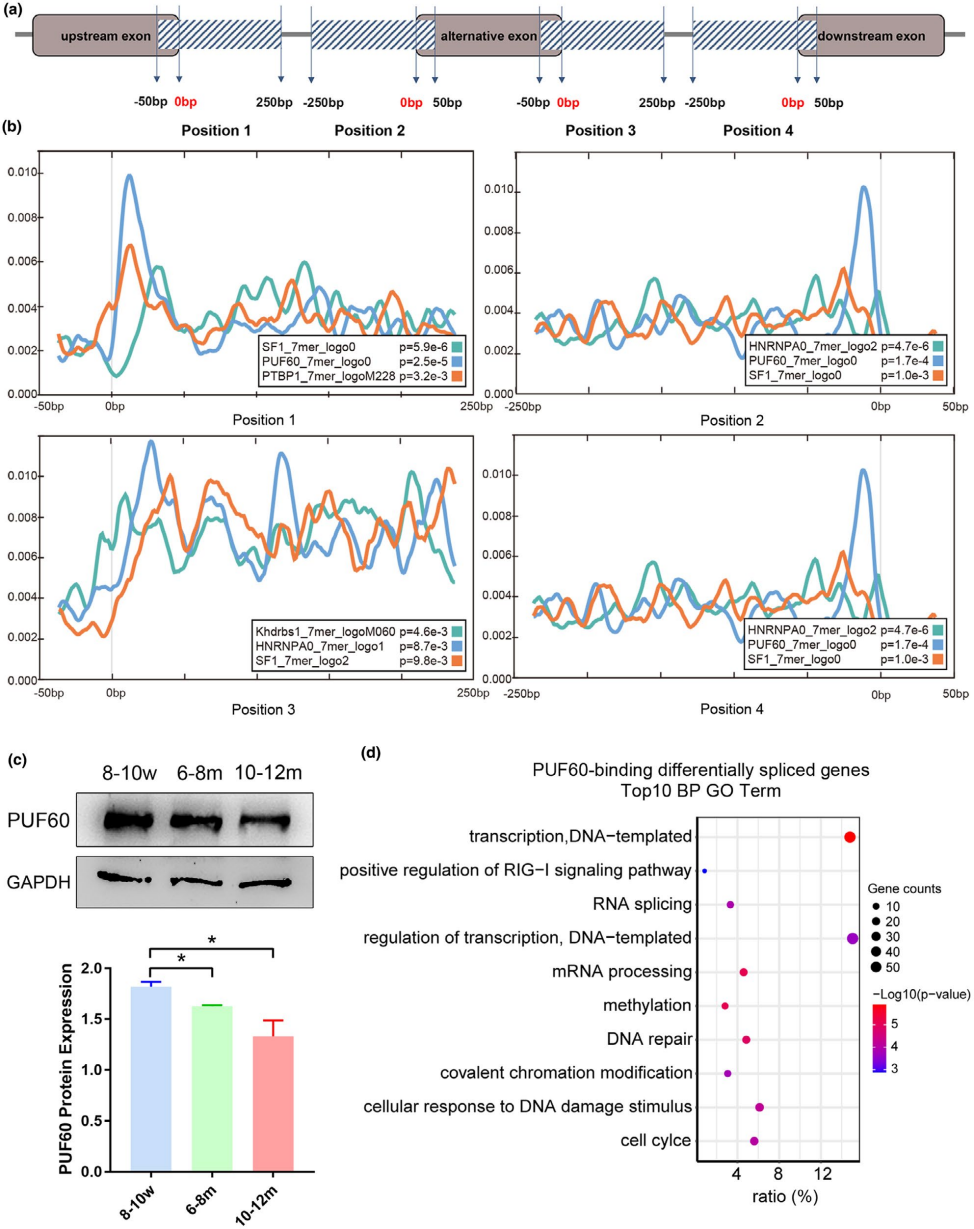
PUF60 is a potential core splicing factor for the developmental potential of aged oocytes. (a) Schematic diagram of scan range of splicing sites in DSGs by binding motif of DE proteins. Schematic diagram of scan range in binding motif analysis. Gray‐rounded rectangles represent exons, straight line represents introns, and the scan range is covered by rectangles with shadows. (b) Density of the binding sites of the splicing factors in four alternative splicing sites. (c) Western blot analysis and quantification of the expression of PUF60 protein and the internal control GAPDH in MII oocytes at different age stages. Data are presented as mean ±SEM from three independent experiments, *T*‐test (two‐tailed), *p < 0.05. (d) GO term enrichment analysis for biological process (BP) of PUF60‐binding DSGs. The ratio was identified as the involved genes/total genes

### 2.6 Altered splicing of DSG *Cdk9* mimics the phenotype of impaired early embryo quality in reproductively aging mice

Among the target genes of PUF60, DSG *Cdk9* is a key molecule in the DNA damage repair/response pathway (Cress, 2017). Exons 5 and 6 of *Cdk9* were skipped in the reproductively aging groups (Figure 6a). 

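Cdk9 lies on the minus strand of chromosome 2 of mm10 (GRCm38), from 32705784 to 32713076 in the GENCODE vM21 annotation. Its principal transcript, Cdk9‐201, has 7 exons. Exon 5 runs from 32709773 to 32709944 (172 nt) and exon 6 from 32709467 to 32709615 (149 nt), with an intron of 157 nt between them. The pair of exons holds 321 nt of coding sequence, which is 107 codons with 0 nt left over. None of the 9 annotated transcripts joins exon 4, which starts at 32710043, to exon 7, which ends at 32708289. The event listed in Tables S4 and S5 skips the region from 32709467 to 32709944, which is 478 nt long and covers exon 5, exon 6 and the intron between them. This region is a single exon only in Cdk9‐203, a transcript annotated as a target of nonsense‐mediated decay. In the paper's junction counts for this event, the 8–10 w samples had 55 and 39 inclusion reads and 1 and 0 skipping reads. The 6–8 m samples had 69 and 23 inclusion reads and 7 and 4 skipping reads, and the 10–12 m samples had 19 and 55 inclusion reads and 3 and 9 skipping reads. The paper's difference in inclusion level was −0.196 (FDR = 0.0078 from rMATS) in 6–8 m/8–10 w and −0.226 (FDR = 0.0019 from rMATS) in 10–12 m/8–10 w. Table S4 also lists an event whose region is exon 6, with a paper's difference of −0.276. Its flanking exons and its skipping reads are those of the 478 nt event. Its skipping form is therefore the same junction of exon 4 to exon 7, and only the inclusion form differs.

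**Figure D1:**
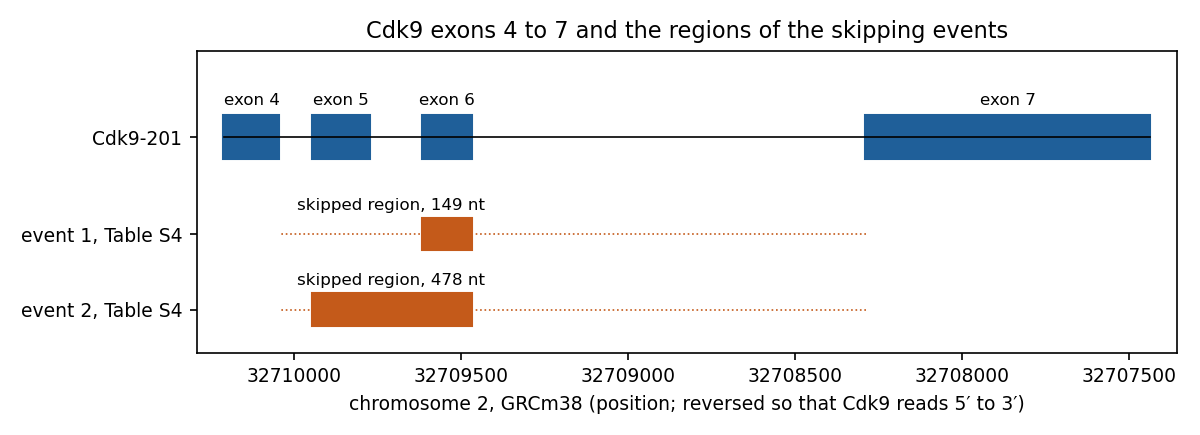
Exons 4 to 7 of Cdk9‐201 on chromosome 2 of mm10 (position in bases on the horizontal axis, reversed so that the gene reads from left to right), with the skipped regions of 478 nt and 149 nt that Table S4 lists. The 478 nt region reaches from the start of exon 5 to the end of exon 6 and includes the intron between them. Both regions have exon 4 and exon 7 as flanking exons.

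The total level of Cdk9 was measured from the deposited fragment counts, which list a single RefSeq transcript for the gene, so that skipping could not be measured from them. Cdk9 had 481 and 367 fragments in the 8–10 w samples, 498 and 295 in the 6–8 m samples, and 257 and 370 in the 10–12 m samples. Normalized to library size by TMM, the level was 29.0 ± 1.81 (SD, n = 2) FPM in 8–10 w, 22.4 ± 3.00 (SD, n = 2) in 6–8 m, and 22.5 ± 0.681 (SD, n = 2) in 10–12 m. The samples of each older group lay apart from the 8–10 w samples, which chance gives, in either direction, in 33.3% of comparisons of 2 against 2. The log2 fold change was −0.37 in 6–8 m/8–10 w (standard error 0.21, adjusted p = 0.907 from edgeR), and with the replicate number as a block (r = 0.189 between same‐numbered samples) it was −0.37 (adjusted p = 0.954). It was also −0.37 in 10–12 m/8–10 w (standard error 0.21, adjusted p = 0.576 from edgeR). With each sample left out in turn, it ranged from −0.51 to −0.22 in 6–8 m/8–10 w and from −0.42 to −0.30 in 10–12 m/8–10 w. The decrease therefore did not pass the test after adjustment over all genes in either comparison.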

The binding motif of PUF60 was scanned near the splicing sites of the skipped exons of *Cdk9*, and the binding sequence of PUF60 was found on the *Cdk9* transcript (Figure 6b). To further investigate the effect of splicing changes of *Cdk9* on preimplantation embryos, we designed morpholinos to block splicing at the splicing sites of exons 5 and 6 of *Cdk9*. The zygotes were separately (△5, △6) or mixed (△5+6) injected with two *Cdk9* morpholinos, then 2‐cell embryos of 28 hpi were collected from each morpholino‐injected group for splicing verification. After mixed injection, exons 5 and 6 of *Cdk9* were skipped and successfully mimicked the splicing changes in the reproductively aging groups (Figure S4a). The morpholino‐injected zygotes of each group were cultured *in vitro* to the blastocyst stage, and we found that the blastocyst development rate of the *Cdk9* △5+6 group was slightly reduced, but there was no significant difference compared with the control group (Figure S4b). Next, we collected morulae from each group for γH2AX staining and found that the DNA damage level of the morulae in the *Cdk9* △5+6 group was significantly higher than that in the control group (Figure 6c, e). TUNEL staining was also performed on blastocysts from each group. We found that the number of apoptotic cells in blastocysts in the *Cdk9* △5+6 group was significantly higher than that in the control group (Figure 6d, f).

**FIGURE 6:**
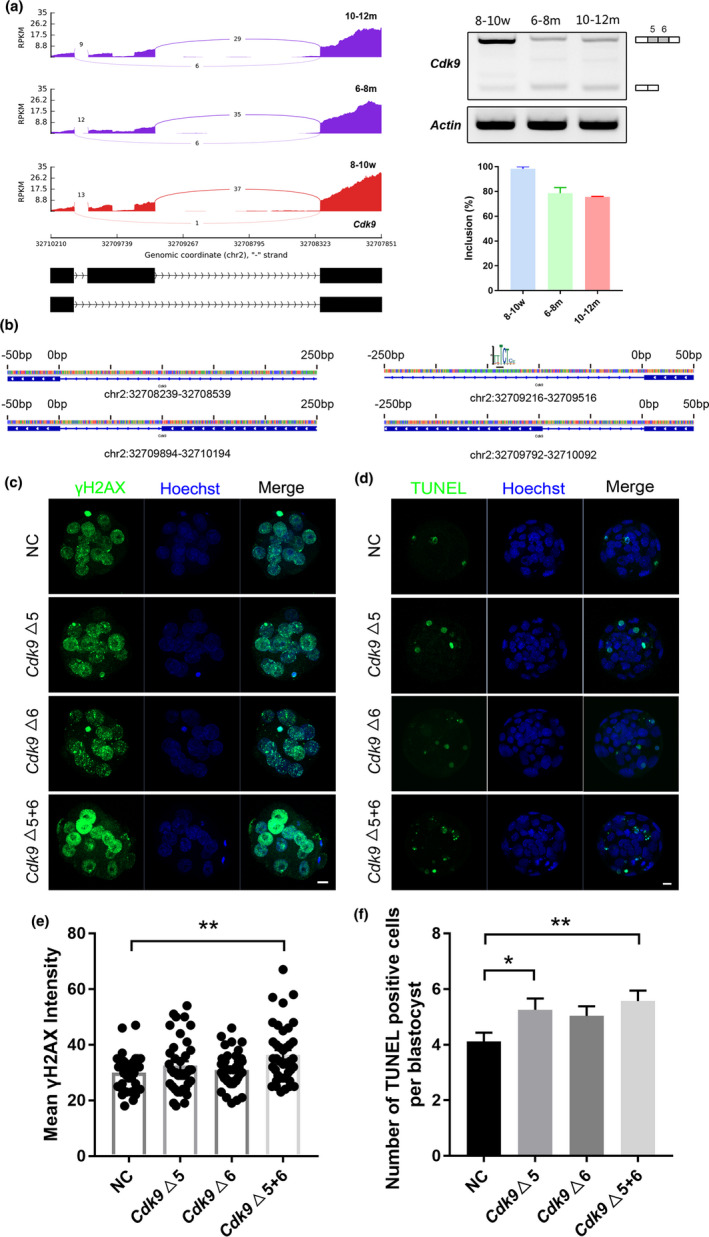
Altered splicing of DSG *Cdk9* impairs early embryo quality. (a) Sashimi plot and RT‐PCR validation of *Cdk9* gene in MII oocytes of three age groups. The alternative exons are marked in gray. The exon inclusion level (Inclusion%) was predicted by RNA‐Seq data. (b) Prediction of the binding sites of PUF60 in *Cdk9* alternative splicing sites. (c) Immunofluorescence staining of γH2AX in morulae from different morpholino‐injected groups. (d) The nuclei in the blastocyst were stained by Hoechst (blue), and apoptotic cells were detected by TUNEL assay (green). (e) The γH2AX fluorescence intensity of each morula in different morpholino‐injected groups (NC, *n* = 33; *Cdk9*△5, *n* = 38; *Cdk9*△6, *n* = 40; *Cdk9*△5+6, *n* = 40; from three independent experiments). (f) Apoptotic cell number per blastocyst in different morpholino‐injected groups (NC, *n* = 94; *Cdk9*△5, *n* = 74; *Cdk9*△6, *n* = 108; *Cdk9*△5+6, *n* = 82; from three independent experiments). A two‐tailed *t*‐test was used for statistical analysis. Data are presented as mean ±SEM. *p < 0.05, **p < 0.01. Scale bar, 10 μm

## 3 DISCUSSION

Aging is the main risk factor for chronic diseases and an overall decline in health (López‐Otín et al., 2013). The female reproductive system is special because its aging occurs earlier than other tissues and organs, where the earliest manifestation is the decline in the number and quality of oocytes (Crawford & Steiner, 2015). In addition to a decline in oocyte quality, advanced maternal age is also a risk factor for adverse pregnancy outcomes, such as miscarriage, embryo abnormalities, and stillbirths (Sauer, 2015). In recent years, socio‐cultural factors have led to the postponement of women's childbearing age worldwide. As a result, the decline of female fertility caused by reproductive aging is becoming a public health problem worthy of attention (Johnson & Tough, 2012).

Studies of women of advanced maternal age receiving young donor oocytes have shown that the decline in the quality of oocytes is the main driver of age‐related decline in fertility (Navot, 1991; Sauer et al., 1995). In this study, we verified the phenotype of oocyte quality decline in reproductively aging mice at two key time points of oocyte aging. In addition to the decreased oocyte quality, we also focused on the preimplantation embryo development of reproductively aging mice. We found that the developmental potential of aged oocytes was decreased, manifested by a decreased fertilization rate and blastocyst formation rate after IVF, and low‐quality blastocysts characterized by increased apoptosis. These results were consistent with those reported in previous murine and human studies (Hunt & Hassold, 2008; Tamura et al., 2017). The mRNA/protein stored in mature oocytes is key in determining the developmental potential of oocytes and guiding the subsequent early embryonic development (L. Li et al., 2010). Therefore, RNA‐seq and proteomics were used to analyze the gene/protein expression profiles of mature oocytes in mice of different ages to investigate the mechanisms of the decline in the developmental potential of oocytes of reproductively aging mice. 

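For the transcriptome of MII oocytes, 3 samples of about 50 oocytes were sequenced in each age group. The authors trimmed the reads, mapped them to the mm10 genome with STAR, and deposited the number of reads that HTSeq‐count assigned to each gene, without normalization. The files list 333 genes by symbol and end with the tallies of reads that were not assigned. The paper's text does not say how the 333 genes were chosen. They include Hnrnp and Srsf genes, families in which the paper names splicing factors. Between 14450080 and 19004938 reads per sample were assigned to a listed gene, to no feature, or to more than 1 feature, with a median of 16679252 in 8–10 w, 16609142 in 6–8 m, and 17276441 in 10–12 m. Of these reads, 263866 to 356474 (at most 1.93% of a library) fell on the listed genes. A further 37.4% to 41.5% of all reads were set aside by HTSeq‐count for low alignment quality, and 19.4% to 23.0% were not aligned. The totals of assigned and unassigned reads were taken as library sizes, since the listed genes are only a part of each library, and TMM factors were computed on the listed genes. Each comparison was made on its own 6 samples with edgeR's quasi‐likelihood test. It covered 292 genes in 6–8 m/8–10 w and 293 genes in each of the other comparisons. An exact permutation test of 3 samples against 3 cannot give a two‐sided p‐value under 0.1. Samples with the same replicate number deviated together across genes, with a mean correlation of 0.12 in 6–8 m/8–10 w, 0.147 in 10–12 m/8–10 w, and 0.146 in 10–12 m/6–8 m.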

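Among the listed genes, 0 passed a log2 fold change of 1 with an adjusted p‐value below 0.05 in 6–8 m/8–10 w, 10–12 m/8–10 w, or 10–12 m/6–8 m. At an unadjusted p‐value below 0.05, 46, 52, and 31 genes changed in these comparisons, respectively. With the replicate number as a block, the number of DEGs stayed at 0, and 53, 49, and 31 genes had an unadjusted p‐value below 0.05 (r = 0.12, 0.147, and 0.146 between same‐numbered samples). The fold change threshold was then left out, a count that was added as a result of its own after the threshold gave no gene. At an adjusted p‐value below 0.05, 2 genes changed in 6–8 m/8–10 w, both lower, and 12 changed in 10–12 m/8–10 w, of which 5 were higher and 7 lower. The count was 0 in 10–12 m/6–8 m. With the replicate number as a block, the counts were 1, 3, and 0. The alternative that moved the 6–8 m/8–10 w count most was DESeq2, which gave 16 genes. The 10–12 m/8–10 w count moved most, to 3, with the block and with the first or the second 8–10 w sample left out. Library totals without TMM raised the median log2 fold change of all tested genes by about 0.1, to 0.13 in 6–8 m/8–10 w and 0.12 in 10–12 m/8–10 w, and gave 0 and 15 genes, of which 12 were higher and 3 lower. The genes named next were chosen after their values were seen. Rbm7 fell from 256 ± 9.17 to 190 ± 17.6 CPM (reads scaled to library size; SD, n = 3 per group) in 6–8 m/8–10 w, a log2 fold change of −0.43 (standard error 0.083, adjusted p = 0.00753 from edgeR), and fell by 0.40 on the log2 scale in 10–12 m/8–10 w (adjusted p = 0.00741). Srsf3 had a log2 fold change of −0.39 in 6–8 m/8–10 w (standard error 0.088, adjusted p = 0.0293). Snu13 fell from 56.6 ± 3.19 to 35.0 ± 0.862 CPM (SD, n = 3 per group) in 10–12 m/8–10 w, a log2 fold change of −0.69 (standard error 0.088, adjusted p = 0.00226 from edgeR). Ybx1 rose by 0.63 on the log2 scale (standard error 0.096, adjusted p = 0.00425). The other genes of the 10–12 m/8–10 w count were Matr3, Ddx5, Srsf10, Esrp1, and Uhmk1, which were lower, and Srrm1, Ubl5, Magoh, and Snrpe, which were higher. In each of these genes the 3 samples of a group lay apart from the 3 of the other, which chance gives in 10% of comparisons for a gene not chosen for its difference.

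**Figure D2:**
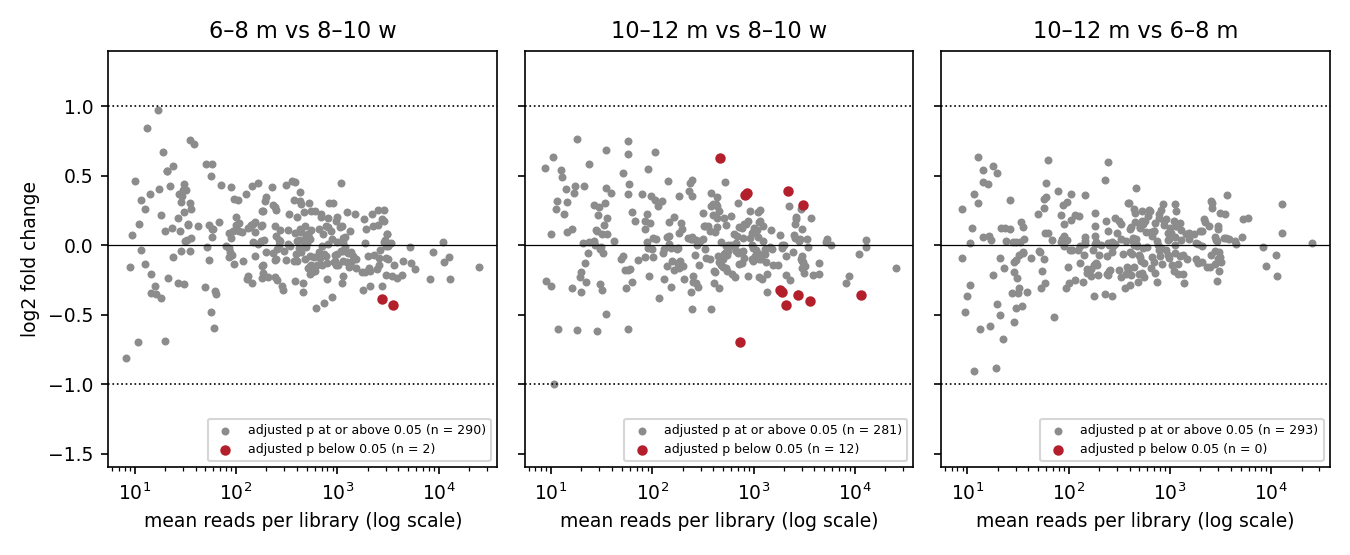
Log2 fold change of each tested gene of the MII oocyte files against its mean number of reads per library over the 9 libraries (log scale), in panels for 6–8 m/8–10 w, 10–12 m/8–10 w, and 10–12 m/6–8 m. Red points are the 2, 12, and 0 genes with an adjusted p‐value below 0.05, and the dotted lines mark a log2 fold change of 1 in either direction.

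Ccdc12 was the only gene of Table S7 among the listed genes. It had 43, 40, and 49 reads in the 6–8 m samples and 49, 40, and 69 reads in the 10–12 m samples. Its log2 fold change in 10–12 m/6–8 m was 0.23 (standard error 0.30, adjusted p = 0.755 from edgeR), which is smaller than its standard error, and 0.20 with the replicate number as a block.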

Our results showed that only 63 genes were differentially expressed (DEGs) among MII oocytes from 8–10 w, 6–8 m, 10–12 m mice (a total of 63 DEGs, 28 DEGs from 8–10 w versus 6–8 m, 46 DEGs from 8–10 w versus 10–12 m, and 8 DEGs from 6–8 m versus 10–12 m, respectively; Table S7), while 187 proteins were significantly differentially expressed. A similar phenomenon has been reported in a previous study on the transcriptome and proteome of aged mouse oocytes, where the proportion of differential changes in the proteome (3%) was higher than that of the transcriptome (0.05%), but with no correlation (Schwarzer et al., 2014). 

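The change in protein was compared with the change in mRNA for the 42 DE proteins of Table S1 whose mRNA could be tested in the MII oocyte files, of which 41 were splicing‐related. The paper's protein values were lower than in 8–10 w for 40 of these proteins in each older group. Of these 40, the mRNA was lower in 17 in 6–8 m/8–10 w and in 20 in 10–12 m/8–10 w. Across genes, which are not independent replicates, the log2 fold changes of protein and mRNA had a Pearson correlation of −0.363 in 6–8 m/8–10 w (permutation test, two‐sided p = 0.0208, adjusted p = 0.0416 over the 2 comparisons) and −0.289 in 10–12 m/8–10 w (permutation test, two‐sided p = 0.0635, adjusted p = 0.0635). With the replicate number as a block, the correlations were −0.364 (permutation p = 0.0205) and −0.275 (permutation p = 0.0784). Leaving out the third 8–10 w sample moved them most, to −0.103 and −0.0993. In each comparison, 4 splits of the samples into equal groups part all same‐numbered samples. A correlation as far from 0 came from 2 of the 4, the real split included. The p‐values permute genes and so do not show that the relation follows age. As a set, the mRNAs of the 41 splicing‐related proteins had a median log2 fold change of 0.034 in 6–8 m/8–10 w, with 25 higher and 16 lower (limma camera, adjusted p = 0.761 over the 2 comparisons), and of 0.030 with the block (adjusted p = 0.901). The median in 10–12 m/8–10 w was 0.0027, with 22 higher and 19 lower (limma camera, adjusted p = 0.761), and −0.00099 with the block (adjusted p = 0.901). Library totals without TMM, which raise the median of all tested genes, gave 34 higher and 7 lower in 6–8 m/8–10 w and 30 higher and 11 lower in 10–12 m/8–10 w. TMM on the listed genes removes a shift that they share, and camera compared the set only with the other listed genes. The medians and p‐values of the set therefore cannot show whether it changed relative to the rest of the transcriptome. At an unadjusted p‐value below 0.05, 5 of the 41 mRNAs changed in 6–8 m/8–10 w and 9 in 10–12 m/8–10 w. After adjustment, whether over all tested genes or over the 41 alone, 0 remained in 6–8 m/8–10 w and 2 in 10–12 m/8–10 w, which were Srrm1 (log2 fold change 0.39) and Ddx5 (log2 fold change −0.36). Both lay close to the threshold (adjusted p = 0.0466 from edgeR over all tested genes). With the block, only 3 of all tested genes passed in 10–12 m/8–10 w, 1 higher and 2 lower, against 12 without it. These 2 calls are therefore not secure.

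**Figure D3:**
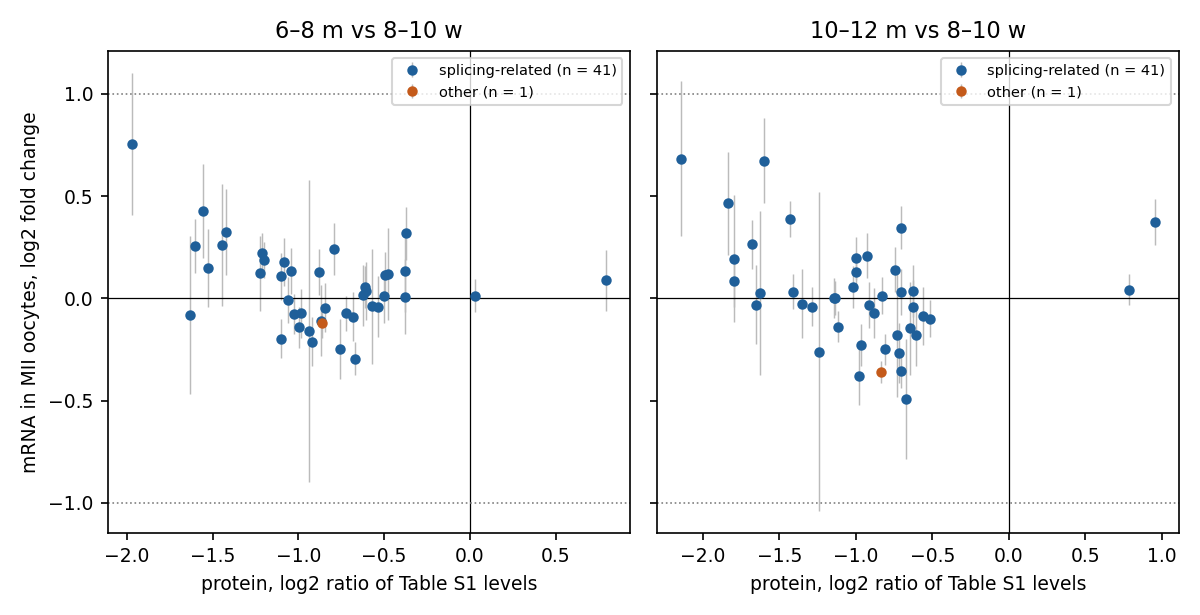
Log2 fold change of mRNA in MII oocytes (vertical axis, with its standard error) against the log2 ratio of the paper's protein values (horizontal axis) for 42 genes, in panels for 6–8 m/8–10 w and 10–12 m/8–10 w. Of the points, 41 are splicing‐related DE proteins and 1 is another DE protein, and the dotted lines mark a log2 value of 1 in either direction.

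Puf60 lies on chromosome 15 of mm10, from 76070182 to 76080924. It had 175, 117, and 206 reads in the 8–10 w samples, 212, 155, and 144 in the 6–8 m samples, and 176, 176, and 127 in the 10–12 m samples. Its log2 fold change was 0.0087 in 6–8 m/8–10 w (standard error 0.18, adjusted p = 0.973 from edgeR) and −0.0012 with the block. In 10–12 m/8–10 w it was −0.18 (standard error 0.15, adjusted p = 0.626 from edgeR) and −0.17 with the block. The paper's relative PUF60 protein values are 1.24 in 8–10 w, 0.951 in 6–8 m, and 0.812 in 10–12 m. Among other splicing factors that the paper names, Khdrbs1 mRNA had log2 fold changes of −0.25 in 6–8 m/8–10 w and −0.27 in 10–12 m/8–10 w (adjusted p = 0.397 and 0.366). The log2 fold changes in 6–8 m/8–10 w were 0.015 for Ptbp1, −0.0083 for Slu7, 0.13 for Srsf5, 0.12 for Hnrnpm, and 0.13 for Sf1. The values in 10–12 m/8–10 w were −0.085 for Ptbp1, 0.13 for Slu7, −0.032 for Srsf5, −0.026 for Hnrnpm, and −0.15 for Sf1. None of these changes had an adjusted p‐value below 0.05, and the direction in Ptbp1, Slu7, Srsf5, Hnrnpm, and Sf1 changed in at least 1 comparison when a sample was left out.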

The inconsistency between transcriptome and proteome also suggests that the effect of aging on oocytes may occur mainly at the post‐transcriptional level (Demant et al., 2015; Trapphoff et al., 2016).

The bioinformatic analysis of the DE proteins of oocytes in the three age groups suggested high enrichment of splicing‐related proteins. In recent years, a series of studies have found that aging leads to changes in alternative splicing in different species and tissues, and these changes are associated with age‐related diseases (Deschênes & Chabot, 2017). Studies have also shown that the expression of splicing factors changes with age in populations and senescent cell models, and similar changes have been reported in other cell systems and aging animal models (Harries et al., 2011), indicating that splicing may be closely related to aging. To our knowledge, no study has reported on the role of alternative splicing in oocyte aging.

It is worth noting that many of the 50 splicing‐related DE proteins identified in our study have been identified as components of the spliceosome, involved in the formation of core complexes during spliceosome assembly, most of which were downregulated in aged oocytes. It has been reported that the downregulation of some splicing factors inhibits the formation of blastocysts (Jumaa et al., 1999; Maserati et al., 2014), where splicing changes in key genes in preimplantation embryos can damage their developmental potential and result in cell death (Perumalsamy et al., 2010). This is consistent with the phenotypes observed in reproductively aging mice with a reduced blastocyst rate and increased apoptotic cells in blastocysts. Recently, evidence has suggested that alternative splicing may be closely related to preimplantation embryonic development, suggesting that splicing may play a key role in regulating early embryonic development (Gómez‐Redondo et al., 2020; Xing et al., 2020).

In the process of alternative splicing regulation, a considerable number of RBPs are used as splicing regulatory factors, which can bind to splicing regulatory elements on mRNA by specific RNA‐binding motifs (Fu & Ares, 2014). In our study, we found that 40 DE proteins were RBPs among the 50 splicing‐related DE proteins. By binding motif analysis, PUF60 was found to be one of the core splicing factors that might critically alter the splicing patterns of some key genes and thus lead to the decreased developmental potential of oocytes in reproductively aging mice. It has been reported that PUF60, as a splicing factor, can bind to uridine (U)‐rich tracts, which is crucial for the recognition of the 3’ splice sites, and promotes the binding of U2 small nuclear ribonucleoprotein particles to the transcript, where PUF60 knockdown in cells alters the splicing pattern of endogenous transcripts (Hastings et al., 2007; Královicová et al., 2018). We also observed an enrichment of the PUF60‐binding motif on introns near splice sites of alternative exons. However, whether the decreased PUF60 expression in the MII stage could mimic the splicing patterns of genes at the 2‐cell stage of the reproductively aging group will require further experimental verification. The GO analysis results of DSGs and PUF60‐target DSGs indicated that DNA damage repair/response‐related genes were highly enriched. 

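Beside Cdk9, the total levels of Fanca, Ube2d3, and Mnat1 were measured in 2‐cell embryos of the 3 age groups from the deposited fragment counts, which list 1 RefSeq transcript for each of them. Fanca lies on chromosome 8 of mm10, from 123268300 to 123318576, and the exon listed in Tables S4 and S5, exon 38 of Fanca‐201, runs from 123270232 to 123270294 (63 nt). Its level was 6.65 ± 0.551 FPM (SD, n = 2) in 8–10 w, 5.87 ± 1.11 (SD, n = 2) in 6–8 m, and 6.88 ± 0.534 (SD, n = 2) in 10–12 m. The log2 fold change was −0.18 in 6–8 m/8–10 w (adjusted p = 0.955 from edgeR) and 0.050 in 10–12 m/8–10 w (adjusted p = 0.974). Neither direction held when a sample was left out, with ranges from −0.39 to 0.022 and from −0.035 to 0.14. The paper's inclusion level of this exon was higher by 0.426 in each older group, on 5 and 3 inclusion reads and 4 and 1 skipping reads in the 8–10 w samples and 0 skipping reads in the older samples. The older samples had few reads in all, with 1 and 1 inclusion reads in 10–12 m and 4 and 2 in 6–8 m. Ube2d3 lies on chromosome 3, from 135438149 to 135468198. The paper's tables list an exon of 78 nt starting at 135458798, with inclusion differences of −0.203 in 10–12 m/8–10 w and −0.165 in 6–8 m/8–10 w, and an exon of 106 nt starting at 135459975, with a difference of −0.815 in both. The 8–10 w samples had 2 and 1 inclusion reads for the exon of 106 nt. The log2 fold change of the gene was 0.35 in 6–8 m/8–10 w (standard error 0.23, adjusted p = 0.907 from edgeR) and 0.46 in 10–12 m/8–10 w (standard error 0.23, adjusted p = 0.521 from edgeR). With each sample left out in turn, the former ranged from 0.19 to 0.55 and the latter from 0.15 to 0.71. Mnat1 lies on chromosome 12, from 73123717 to 73273988. Its listed exon, exon 7 of Mnat1‐201, runs from 73219021 to 73219142 (122 nt). The paper's inclusion level was higher by 0.205 in 10–12 m/8–10 w and by 0.19 in 6–8 m/8–10 w. The 8–10 w samples had 60 and 20 inclusion reads and 2 and 6 skipping reads. Their inclusion levels were 94.3% and 64.8%, so that both differences rest mostly on the second 8–10 w sample. The levels were 100% and 100% in the 10–12 m samples and 97.0% and 100% in the 6–8 m samples. The log2 fold change of the gene was −0.12 in 6–8 m/8–10 w (standard error 0.23, adjusted p = 0.963 from edgeR), which became 0.17 without the first 8–10 w sample. In 10–12 m/8–10 w it was −0.33 (standard error 0.24, adjusted p = 0.657 from edgeR). With each sample left out in turn, this value ranged from −0.56 to −0.051. With the replicate number as a block (r = 0.189 between same‐numbered samples), the 6–8 m/8–10 w values were −0.18 for Fanca, 0.36 for Ube2d3, and −0.11 for Mnat1. No change in these 3 genes had an adjusted p‐value below 0.05. The paper also tested these splicing events by RT‐PCR in 2‐cell embryos and reports that the results matched the sequencing. From the splicing differences in genes of DNA damage repair/response, the paper proposes that their dysfunction might increase DNA damage in early embryos of the reproductively aging groups. It measured higher γH2AX in morulae of both older groups and in morulae with altered Cdk9 splicing.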

We found abnormal splicing changes in key DNA damage repair/response genes (such as *Cdk9*, *Fanca*, *Ube2d3*, and *Mnat1*) in the 2‐cell stage and an increase in the level of DNA damage in morulae in the reproductively aging group. The reduced DNA repair capacity caused by abnormal changes in DNA damage repair/response key gene splicing might contribute to the accumulation of DNA damage, thereby might be an important reason for the increased apoptosis and poor quality in blastocysts in the early embryos of reproductively aging mice. Indeed, we observed increased DNA damage and apoptosis in early embryos after altering the splicing pattern of *Cdk9* in young mice. The rate of blastocyst formation decreased after the splicing pattern of *Cdk9* was changed, but there was no significant difference, indicating that *Cdk9* might not be the main reason for the decrease in blastocyst formation in reproductively aging mice. As a potential target gene of PUF60, *Cdk9* has binding sites of PUF60 on its transcript. However, whether the downregulation of PUF60 in oocytes leads to splicing changes in *Cdk9* and phenotypes with decreased developmental potential of oocytes will need to be confirmed through further experiments. In addition, the effects of splicing changes of *Cdk9* on its transcription, protein, and function remain to be fully elucidated.

In this study, PUF60 was demonstrated as one of the core splicing factors those alterations lead to decrease developmental potential of oocytes in reproductively aging mice. This is one of the possible mechanisms affecting the developmental potential of aged mouse oocytes. However, oocyte aging is a complex physiological process affected by various factors, in which many proteins and molecular pathways are involved. The expression and subcellular localization of the RNA‐binding protein KHDRBS1 (SAM68), one of the splicing‐related proteins in our DE proteomics, suggest that it may play a role in the development of oocytes and early embryos (Paronetto et al., 2008). Splicing factors such as PTBP1, SLU7, SRSF11, SRSF5, hnRNPM, and hnRNPA0 have also been reported to show similar age‐related changes in expression in other tissues (Bhadra et al., 2019). However, their role in the process of oocyte aging requires further research. In this study, we observed impaired blastocyst quality in reproductively aging female mice, but have yet to assess any potential follow‐up effects. Studies have shown that poor pregnancy outcomes and decreased implantation and live birth rates in women of an advanced maternal age may be due to a decrease in blastocyst quality (McCallie et al., 2019). Blastocysts from female mice at 34–39 weeks were transferred to young mothers in another study (Velazquez et al., 2016). As a result, compared with the offspring from young female mice blastocysts, the offspring from old female mice blastocysts showed abnormalities in body weight, blood pressure, glucose metabolism, and organ allometry. Since all embryos were transferred to the young mother during pregnancy to normalize the maternal *in vivo* environment, it is suggested that adverse programming via advanced maternal age is already established at the blastocyst stage.

In summary, we collected MII oocytes from three age groups to construct the proteomic expression profiles of oocyte aging after determining the phenotypes of the decline in the quality and developmental potential of aged oocytes. Bioinformatics analysis showed that the DE proteins were highly enriched in the biological process of RNA splicing, and the expression of most DE proteins was downregulated in aged oocytes. Next, we selected 2‐cell embryos from the three age groups for RNA‐seq, and splicing analysis indicated that large‐scale splicing differences in the 2‐cell stage between the reproductively aging and the younger groups. GO analysis of the DSGs in the reproductively aging groups versus the younger group suggested enrichment of biological processes related to DNA damage repair/response. Further analysis revealed that the DE protein PUF60 might be the core splicing regulatory factor causing a decline in DNA repair capacity and possibly thereby also decreased oocyte developmental potential in reproductively aging mice. The quality of early embryos was impaired after changing the splicing pattern of its potential downstream DSG *Cdk9*, which was consistent with the phenotypes of the reproductively aging groups. Our results revealed that the abnormal regulation of alternative splicing caused by changes in splicing‐related protein expression in the process of oocyte aging was one of the important reasons for the decline in the developmental potential of aged oocytes. A deeper understanding of this phenomenon is expected to provide a new perspective on the mechanism of oocyte aging, opening up a theoretical basis for establishing practical intervention measures to improve the quality of oocytes and embryos of women at advanced maternal ages to maintain female reproductive health.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mice

C57BL/6 mice were purchased from Vital River Laboratories (Beijing, China). Previous studies (Boot et al., 1956; Finch, 2014; Nelson et al., 1981) have reported that the fertility of C57BL/6 female mice begins to decline at about 6 months of age, and the oestrus cycle is irregular after 10 months, similar to menopause in humans. Therefore, three age groups of adult female mice were used in our study: 8–10 w, 6–8 m and 10–12 m, corresponding to young maternal age, advanced maternal age, and menopause in women, respectively. Aged mice were ex‐breeders, while young controls were virgin females. The mice had free access to food and water (an ad libitum diet) throughout the period of the study. All animal care and experimental procedures were approved by Nanjing Medical University, Institutional Animal Care and Use Committee, and conducted according to the Guide for the Care and Use of Laboratory Animals.

### 4.2 Proteolytic digestion and labelling

Oocytes were lysed using urea lysis buffer (8 M urea, 75 mM NaCl, 50 mM Tris, pH 8.2, 1% (v/v) EDTA‐free protease inhibitor, 1 mM NaF, 1 mM β‐glycerophosphate, 1 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 1 mM PMSF). The protein concentration was measured using the Bradford method. Proteins were reduced with DTT of 5 mM final concentration at 56℃ for 25 min and alkylated in 14 mM iodoacetamide for 30 min in the dark at room temperature. Then, the protein mixtures were diluted in 25 mM Tris‐HCl (pH 8.2) to reduce the concentration of urea to 1.6 M. Trypsin was added at a minimum concentration of 4–5 ng/μL. After digestion, the peptide mixtures were purified using an OASIS HLB 1cc Vac cartridge (Waters) and lyophilized for subsequent experiments. The 6‐plex tandem mass tag (TMT^6^) labelling was performed according to our published paper (Liu et al., 2019). Peptides from two replicates of three stages of oocytes (375 oocytes for one replicate of each stage) were labelled with respective isobaric tags and mixed together. Two labelling experiments were performed for the four replicates of oocytes at each stage.

### 4.3 High‐pH reversed phase (Hp‐RP) fractionation

TMT^6^‐labeled peptides were fractionated using a BEH C18 Column (300 μm × 150 mm, 1.7 μm; Waters) with the ACQUITY® UPLC M‐class system (Waters). Buffer A (20 mM ammonium formate, pH 10) and buffer B (100% ACN) were employed under a 128 min gradient (3% buffer B for 14 min, 3–8% B for 1 min, 8–29% B for 71 min, 29–41% B for 12 min, 41–100% B for 1 min, 100% buffer B for 8 min, 100–3% B for 1 min, followed by 20 min at 3% B). A total of 30 fractions were generated using a nonadjacent pooling scheme for each experiment and then dried with a SpeedVac concentrator.

### 4.4 LC‐MS/MS analysis

The 60 fractions from the two experiments were sequentially reconstituted in 0.1% FA and subjected to low‐pH RPLC‐MS. A trap column (75 μm × 2 cm) (Acclaim® PepMap100 C18 column, 3 μm, 100 Å; Thermo Fisher Scientific) and an analytical column (75 μm × 25 cm) (Acclaim® PepMap RSLC C18 column, 2 μm, 100 Å; Thermo Fisher Scientific) with a flow rate of 300 nl/min were operated on an Easy‐nLC 1000 system, which was coupled to a LTQ Orbitrap Velos mass spectrometer (Thermo Finnigan, San Jose, CA). MS acquisition was performed in a data‐dependent mode. The parameter settings for MS can be found in previously published papers (Castaneda et al., 2017).

### 4.5 Data processing and analysis

MaxQuant software (version 1.2.2.5) was used to search the raw files against the UniProt mouse proteome database (59,066 sequences, 2017/03). The false discovery rate (FDR) was set to 1% for both peptides and proteins. Precursor mass tolerance was set to 20 ppm and product ions were searched with a mass tolerance of 0.5 Da. Searches were performed using Trypsin/P enzyme specificity while allowing up to two missed cleavages. TMT tags on lysine residues and peptide N‐termini (+229.1629 Da) and carbamidomethylation of cysteine residues (+57.0215 Da) were set as static modifications. The oxidation of methionines and acetylation of protein N termini were investigated as variable modifications. The relative expression values for each protein were calculated by combining the MaxQuant identification results with a local modified Libra algorithm (Guo et al., 2018). One‐way analysis of variance (ANOVA) was performed using Perseus (Tyanova et al., 2016) to calculate significant differences in abundances among groups. A *p*‐value less than 0.05 and fold change greater than 1.5 were considered significant.

### 4.6 Bioinformatic analysis

The quantification values of DE proteins were normalized by z‐score. Gene ontology and KEGG pathway enrichment analysis were performed using DAVID (Huang et al., 2009). A P‐value less than 0.05 was controlled for significant enrichment. STRING was used to construct the interaction network and Cytoscape (software environment for integrated models of biomolecular interaction networks) (Shannon et al., 2003) was used to illustrate the network.

### 4.7 cDNA library construction and sequencing

The 2‐cell embryo library construction and sequencing were carried out using a total of six samples from female mice of three age groups in two separate experiments; each sample contained approximately fifty 2‐cell embryos. The MII oocyte library construction and sequencing were carried out using a total of nine samples from female mice of three age groups; each sample contained approximately fifty MII oocytes. The libraries for the MII oocytes and 2‐cell embryos were generated based on Smart‐Seq2 (Picelli et al., 2014). The KAPA HyperPlus Prep Kit (KK8514) was used to generate sequence libraries according to the manufacturer's instructions. All samples were sequenced using a HiSeq X Ten (Illumina) with paired‐end 150‐bp sequencing.

### 4.8 Identification of differentially expressed genes

The quality control of the raw RNA‐seq data is performed using FastQC and Cutadapt (Martin, 2011). Then the clean reads were mapped to the mm10 genome using STAR (v2.7.a) (Dobin et al., 2013) with default parameters. The read counts matrix is generated using HT‐seq count (Anders et al., 2015). DESeq2 (Love et al., 2014) was used to perform the differential expressed analysis between groups. The differential expressed genes are defined as genes with abs (Log2FoldChange) >1 and adjusted *p*‐value <0.05.

### 4.9 Identification of differential alternative splicing events

Raw RNA‐seq data were trimmed using Cutadapt (Martin, 2011) to remove low‐quality reads and adaptors. rMATS (v4.0.2) (Shen et al., 2014) was used to identify the differential alternative splicing events between groups ab initio. Differential alternative splicing events with FDR <0.05 were retained in the following analysis process.

### 4.10 Binding motif analysis

To identify potential splicing factors that regulate the differential alternative splicing events of skipped exons, 300‐bp flanking regions around the junction sites of exons were extracted. Each 300‐bp region included a 250‐bp region located on the intron side and a 50‐bp region located on the exon side. The 300‐bp regions were further classified into four sub‐groups based on the location: upstream exon group, upstream skipped exon group, downstream skipped exon group, and downstream exon group. Splicing factors and their motifs were collected from three databases: RBPDB (Cook et al., 2011), SpliceAid (Giulietti et al., 2013) and oRNAment (Benoit Bouvrette et al., 2020). We used CentriMo (v5.1.0) (Bailey & Machanick, 2012) to identify the enriched splicing factors in each sub‐group of 300‐bp regions with a control of random 300‐bp regions of the same number, which were generated using bedtools (Quinlan, 2014). MAST was further used to search and sort the best combined matches of the splicing factors in the splicing regions (combining evidence using *p*‐values: application to sequence homology searches).

### 4.11 Statistical analysis

All experiments were repeated at least three times. The results within each experiment are described as the mean ±SEM (standard error of mean). Statistical comparisons were performed using two‐tailed Student's *t*‐test or Chi‐square test. Statistical significance was determined as indicated in the figure legends. P‐values <0.05 were considered significant (*p < 0.05; **p < 0.01; ***p < 0.001). More details of the experimental statistics (such as sample size [*n*], description of sample collection, and the number of replicates) are indicated in the corresponding figure legends.

Other experimental procedures are detailed in Supplementary Materials.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

R.H., W.S., X.G., and M.L. designed the study. M.L. and C.R. performed most of the experiments and prepared the figures. S.Z., Y.L.H., Y.G., L.L., Q.C., C.W., J.H., Y.H., and X.B. performed some of the experiments. M.L., C.R., and H.Z. analyzed the data. M.L., C.R., and Y.G. wrote the manuscript. All authors have read and approved the final version of this manuscript.

## Supporting information

Figure S1 Click here for additional data file.

Figure S2 Click here for additional data file.

Figure S3 Click here for additional data file.

Figure S4 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Table S6 Click here for additional data file.

Table S7 Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

The RNA‐seq data have been deposited in the NCBI Gene Expression Omnibus database. GEO accession number: GSE 163724. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez‐Riverol et al., 2019) partner repository with the dataset identifier PXD023603. All other data that support the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 5 — Table S1

**Supplementary Table S1. List of 187 proteins that were differentially expressed in MII oocytes of three different age groups.**

|          |                    |             |             |            |             |
|----------|--------------------|-------------|-------------|------------|-------------|
| KNG1     | ENSMUSG00000022875 | 0.96192815  | 1.2413265   | 0.7967454  | 1.557996444 |
| TRPS1    | ENSMUSG00000038679 | 0.7261004   | 1.00947605  | 1.264424   | 1.741390034 |
| KPNA3    | ENSMUSG00000021929 | 0.7757848   | 1.02718665  | 1.1970285  | 1.542990401 |
| SMN1     | ENSMUSG00000021645 | 0.64178285  | 1.1126175   | 1.2455995  | 1.940842607 |
| TICRR    | ENSMUSG00000046591 | 0.71406065  | 0.95644615  | 1.3294935  | 1.861877559 |
| HELQ     | ENSMUSG00000035266 | 0.816083325 | 0.9334085   | 1.25050825 | 1.532329128 |
| MYO1D    | ENSMUSG00000035441 | 0.44977025  | 1.190147    | 1.36008275 | 3.023950006 |
| KRT76    | ENSMUSG00000075402 | 0.755585075 | 1.01811705  | 1.22629775 | 1.62297773  |
| DECR1    | ENSMUSG00000028223 | 0.669047475 | 1.28124175  | 1.0497105  | 1.915023669 |
| CEACAM2  | ENSMUSG00000054385 | 0.79215485  | 1.188384    | 1.019461   | 1.500191535 |
| TSC22D2  | ENSMUSG00000027806 | 0.68832895  | 1.4657175   | 0.8459538  | 2.129385231 |
| GSTO1    | ENSMUSG00000025068 | 0.661848525 | 1.012412325 | 1.32573925 | 2.0030856   |
| NUDT16L1 | ENSMUSG00000022516 | 0.80607535  | 0.77134215  | 1.4225825  | 1.844295038 |
| TCL1B5   | ENSMUSG00000000701 | 0.6799569   | 1.05126115  | 1.26878175 | 1.865973785 |
| PDLIM5   | ENSMUSG00000028273 | 1.222038    | 0.669801675 | 1.1081605  | 1.824477372 |
| RIOK1    | ENSMUSG00000021428 | 0.803657575 | 0.984698375 | 1.21164425 | 1.507662327 |

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 6 — Table S2

**Supplementary Table S2. GO analysis of 187 DE proteins according to biological process**

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 7 — Table S3

**Table S3. KEGG pathway analysis of 187 DE proteins.**

| Category     | Term                                        | Count | %     | PValue     | Genes                                                                                                                                                                   | List<br>Total | Pop<br>Hits | Pop<br>Total | Fold<br>Enrichment | Bonferroni | Benjamini | FDR      |
|--------------|---------------------------------------------|-------|-------|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|-------------|--------------|--------------------|------------|-----------|----------|
| KEGG_PATHWAY | mmu03040:Spliceosome                        | 23    | 12.43 | 4.41E-22   | DHX8, CRNKL1, U2AF2, U2SURP, CDC5L, SF3B6, HSPA1B, SF3A2, DDX5, RBMX, HNRNPU, HNRNPM, SRSF5, DDX46, U2AF1, RBMXL2, SLU7, RBM25, PUF60, PRPF38B, PRPF38A, PRPF40A, RBM17 | 75            | 133         | 7720         | 17.800501          | 3.57E-20   | 3.57E-20  | 4.70E-19 |
| KEGG_PATHWAY | mmu03015:mRNA surveillance pathway          | 5     | 2.703 | 0.01331198 | NUDT21, SRRM1, CPSF6, SAP18B, PNN                                                                                                                                       | 75            | 96          | 7720         | 5.3611111          | 0.6622712  | 0.4188556 | 13.30924 |
| KEGG_PATHWAY | mmu01130:Biosynthesis of antibiotics        | 7     | 3.784 | 0.01638173 | GOT2, LDHA, LDHAL6B, PDHA2, ACAA1B, AK6, PGK2                                                                                                                           | 75            | 214         | 7720         | 3.3669782          | 0.7376062  | 0.3597968 | 16.14082 |
| KEGG_PATHWAY | mmu00010:Glycolysis / Gluconeogenesis       | 4     | 2.162 | 0.02514614 | LDHA, LDHAL6B, PDHA2, PGK2                                                                                                                                              | 75            | 66          | 7720         | 6.2383838          | 0.8729131  | 0.40293   | 23.77019 |
| KEGG_PATHWAY | mmu03008:Ribosome biogenesis in eukaryotes  | 4     | 2.162 | 0.04503193 | GTPBP4, RIOK1, AK6, FBL                                                                                                                                                 | 75            | 83          | 7720         | 4.9606426          | 0.9760615  | 0.5259552 | 38.80236 |
| KEGG_PATHWAY | mmu05322:Systemic lupus erythematosus       | 5     | 2.703 | 0.05213936 | HIST1H2BA, HIST2H2AB, HIST1H2BM, H2AFX, HIST1H4J                                                                                                                        | 75            | 147         | 7720         | 3.5011338          | 0.9869292  | 0.5146549 | 43.48569 |
| KEGG_PATHWAY | mmu00620:Pyruvate metabolism                | 3     | 1.622 | 0.05348282 | LDHA, LDHAL6B, PDHA2                                                                                                                                                    | 75            | 39          | 7720         | 7.9179487          | 0.9883478  | 0.4706138 | 44.33354 |
| KEGG_PATHWAY | mmu00270:Cysteine and methionine metabolism | 3     | 1.622 | 0.05595676 | GOT2, LDHA, LDHAL6B                                                                                                                                                     | 75            | 40          | 7720         | 7.72               | 0.9905737  | 0.4417961 | 45.86472 |
| KEGG_PATHWAY | mmu00480:Glutathione metabolism             | 3     | 1.622 | 0.09730901 | GSTM1, GSTM2, GSTO1                                                                                                                                                     | 75            | 55          | 7720         | 5.6145455          | 0.9997496  | 0.6020285 | 66.41342 |

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 8 — Table S4

**Table S4. List of alternative splicing events and genes at the 2-cell stage (10-12m versus 8-10w).**

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 9 — Table S5

Table S5. List of alternative splicing events and genes at the 2-cell stage (6-8m versus 8-10w).

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 10 — Table S6

**Table S6. List of PUF60-binding DSGs in the two reproductively aging groups versus the younger group.**

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

|        |         |          |
|--------|---------|----------|
| Zwilch | 10.1954 | 9.66E-05 |
| Zwilch | 10.1954 | 9.66E-05 |
| Zwilch | 10.1954 | 9.66E-05 |
| Zwilch | 10.7126 | 7.93E-05 |
| Zwilch | 10.7126 | 7.93E-05 |
| Zwilch | 10.7126 | 7.93E-05 |

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 11 — Table S7

**Table S7. Lists of differentially expressed genes among MII oocytes from 8-10w, 6-8m, 10-12m mice (8-10w versus 6-8m, 8-10w versus 10-12m and 6-8m versus 10-12m).**

**Table S7-1. List of differentially expressed genes between MII oocytes from 8-10w and 6-8m mice.**

| gene name | baseMean    | log2FoldChange | lfcSE       | stat        | pvalue      | padj        |
|-----------|-------------|----------------|-------------|-------------|-------------|-------------|
| Prl8a2    | 384.4715713 | -1.88874338    | 0.134873193 | -14.0038456 | 1.48E-44    | 2.32E-40    |
| Gm29106   | 663.0293312 | -1.055552813   | 0.1121412   | -9.41271198 | 4.83E-21    | 2.53E-17    |
| Lipo3     | 87.49966271 | -2.075086756   | 0.2306247   | -8.99767784 | 2.31E-19    | 9.06E-16    |
| Ddx60     | 457.6483759 | -1.038907635   | 0.134627904 | -7.71688188 | 1.19E-14    | 2.08E-11    |
| Gca       | 133.2638081 | -1.243882073   | 0.177011877 | -7.02711079 | 2.11E-12    | 1.66E-09    |
| Tlr8      | 143.1083724 | -1.364313548   | 0.19505047  | -6.99466938 | 2.66E-12    | 1.99E-09    |
| Pet2      | 108.2281413 | -1.113935273   | 0.201431395 | -5.53009758 | 3.20E-08    | 8.11E-06    |
| Nyap2     | 161.3049201 | -1.023173296   | 0.196436654 | -5.20866792 | 1.90E-07    | 3.56E-05    |
| Car1      | 48.63771006 | -1.883388859   | 0.367757408 | -5.12128054 | 3.03E-07    | 5.36E-05    |
| Vmn2r26   | 40.51295187 | -1.531210876   | 0.315584873 | -4.85197805 | 1.22E-06    | 0.000176222 |
| Cox4i2    | 54.13339538 | 1.214184433    | 0.278254361 | 4.363577374 | 1.28E-05    | 0.001136622 |
| Chrdl1    | 50.58720338 | -1.526271336   | 0.352738735 | -4.32691731 | 1.51E-05    | 0.001305563 |
| Frmd3     | 69.661485   | -1.103124928   | 0.257884617 | -4.27759105 | 1.89E-05    | 0.001596126 |
| Ldlr      | 28.62780108 | -1.485282227   | 0.392807657 | -3.78119469 | 0.000156078 | 0.008457613 |
| Ppic      | 15.77914015 | 1.890825665    | 0.530955219 | 3.561177285 | 0.000369196 | 0.015307496 |
| Pcsk9     | 23.54383472 | 1.368463378    | 0.40856909  | 3.349405065 | 0.000809853 | 0.02694165  |
| H2-T23    | 13.63800218 | 1.793689324    | 0.550250605 | 3.259768016 | 0.001115034 | 0.03382556  |
| Tcaf1     | 32.68495203 | -1.082260973   | 0.339361736 | -3.18910726 | 0.001427129 | 0.039024096 |
| Trim29    | 2.796251169 | 4.899225743    | 1.554665638 | 3.151305092 | 0.001625426 | 0.042148424 |
| Tmprss11g | 10.09943479 | -2.234942141   | 0.719828099 | -3.10482759 | 0.0019039   | 0.047488698 |
| Sh3gl3    | 27.35296791 | 1.122212644    | 0.368424666 | 3.045975877 | 0.002319264 | 0.053501937 |
| Evc       | 12.29107622 | 1.717957526    | 0.577731163 | 2.973627937 | 0.002943017 | 0.062579929 |
| Pcnx2     | 28.6158793  | 1.046100738    | 0.359530575 | 2.909629422 | 0.003618575 | 0.07188659  |
| Loxl2     | 99.23512667 | -1.940618824   | 0.667612378 | -2.90680474 | 0.00365141  | 0.072173917 |
| Ntrk3     | 18.4363971  | -1.392764948   | 0.494098491 | -2.81880025 | 0.004820351 | 0.086174048 |
| Slc16a6   | 19.21911128 | 1.301112234    | 0.464874771 | 2.798844583 | 0.005128582 | 0.089844516 |
| Wnt2b     | 5.898516719 | 2.57416907     | 0.929120487 | 2.77054387  | 0.005596276 | 0.09486503  |
| Slc25a37  | 2.147799071 | -4.584191098   | 1.661555092 | -2.75897629 | 0.005798274 | 0.096960912 |

**Table S7-2. List of differentially expressed genes between MII oocytes from 8-10w and 10-12m mice.**

| gene name | baseMean    | log2FoldChange | lfcSE       | stat        | pvalue   | padj     |
|-----------|-------------|----------------|-------------|-------------|----------|----------|
| Nyap2     | 110.6962945 | -2.395084528   | 0.23794339  | -10.0657746 | 7.83E-24 | 1.22E-19 |
| Fth1      | 1059.302369 | 1.484179555    | 0.154958383 | 9.5779236   | 9.90E-22 | 7.75E-18 |
| Cttnbp2   | 169.8914866 | -1.614189946   | 0.177749991 | -9.08123787 | 1.07E-19 | 4.58E-16 |
| Ddx60     | 348.7999566 | -1.663942332   | 0.183418415 | -9.07183903 | 1.17E-19 | 4.58E-16 |
| Tlr8      | 112.0769857 | -1.936003929   | 0.214605115 | -9.02123853 | 1.86E-19 | 5.82E-16 |
| Enpp2     | 579.4765494 | -1.065723049   | 0.122675745 | -8.68731671 | 3.71E-18 | 8.30E-15 |
| Slc5a12   | 406.049359  | -1.04028643    | 0.133095046 | -7.81611684 | 5.45E-15 | 1.07E-11 |
| Lipo3     | 76.61900018 | -1.975011359   | 0.282125881 | -7.00046146 | 2.55E-12 | 3.33E-09 |
| Sult1c1   | 169.7883577 | 1.317629809    | 0.19793252  | 6.656964742 | 2.80E-11 | 2.43E-08 |
| Mdga2     | 172.3020759 | -1.030713796   | 0.166037644 | -6.20771152 | 5.38E-10 | 3.66E-07 |
| Wls       | 237.7900824 | -1.060385247   | 0.176280162 | -6.01534077 | 1.80E-09 | 9.69E-07 |
| Gca       | 115.5990401 | -1.224238497   | 0.219474469 | -5.57804515 | 2.43E-08 | 1.03E-05 |
| Vmn2r26   | 31.58442388 | -2.20173834    | 0.397913227 | -5.53321225 | 3.14E-08 | 1.26E-05 |
| Tex16     | 131.5135844 | -1.133373807   | 0.205194543 | -5.52341105 | 3.32E-08 | 1.28E-05 |
| Chrdl1    | 39.52908836 | -2.211634853   | 0.411822586 | -5.37035833 | 7.86E-08 | 2.62E-05 |
| Yipf1     | 382.6965295 | 1.067499041    | 0.201672449 | 5.293231901 | 1.20E-07 | 3.76E-05 |

|          |             |              |             |             |             |             |
|----------|-------------|--------------|-------------|-------------|-------------|-------------|
| Trpc5    | 49.63634952 | -1.567139956 | 0.296550414 | -5.28456506 | 1.26E-07    | 3.87E-05    |
| Cdh8     | 53.16447017 | -1.588668355 | 0.30272425  | -5.24790583 | 1.54E-07    | 4.63E-05    |
| Cox4i2   | 57.90442968 | 1.639356118  | 0.316258333 | 5.183598175 | 2.18E-07    | 5.77E-05    |
| Sh3gl3   | 32.73873938 | 1.773438306  | 0.359632557 | 4.931250721 | 8.17E-07    | 0.000157872 |
| Trpc5os  | 81.8689219  | -1.34994287  | 0.285639824 | -4.72603173 | 2.29E-06    | 0.000341266 |
| Frmd3    | 56.25637914 | -1.442764097 | 0.307141455 | -4.69739292 | 2.64E-06    | 0.00038186  |
| Trappc2l | 184.0891883 | 1.192040036  | 0.255381701 | 4.667679923 | 3.05E-06    | 0.000437395 |
| Ppef2    | 63.72977021 | -1.186492453 | 0.256617611 | -4.62358155 | 3.77E-06    | 0.000500262 |
| Spon2    | 148.3476272 | 1.042512239  | 0.225451264 | 4.624113524 | 3.76E-06    | 0.000500262 |
| Isl1     | 91.53508395 | -1.02304089  | 0.231765933 | -4.41411245 | 1.01E-05    | 0.001079868 |
| Pr18a2   | 333.4098891 | -1.829620499 | 0.430240706 | -4.2525509  | 2.11E-05    | 0.001923154 |
| Car1     | 44.81293733 | -1.518350748 | 0.371276719 | -4.08953934 | 4.32E-05    | 0.003221354 |
| Pet100   | 28.87067465 | 1.794668788  | 0.4507298   | 3.981695439 | 6.84E-05    | 0.004523696 |
| Tcaf1    | 25.49314168 | -1.555117079 | 0.40082341  | -3.87980602 | 0.00010454  | 0.006101852 |
| Tekt2    | 45.67025636 | 1.115054724  | 0.292112958 | 3.817203904 | 0.000134973 | 0.007438227 |
| Lage3    | 65.42910364 | 1.03932344   | 0.276842412 | 3.754205983 | 0.000173892 | 0.008923216 |
| Vwa5a    | 7.77057133  | -4.298971475 | 1.1723615   | -3.66693334 | 0.000245477 | 0.011537407 |
| Tnc      | 16.71751701 | -2.126199833 | 0.588494035 | -3.61295052 | 0.000302732 | 0.013270557 |
| Gad1l    | 13.4600762  | 2.338868038  | 0.656690313 | 3.561599726 | 0.000368602 | 0.01510207  |
| Krt27    | 52.43736906 | 1.105000129  | 0.311759989 | 3.544393659 | 0.000393517 | 0.015873551 |
| Uqcr10   | 636.4232451 | 1.180209038  | 0.368407418 | 3.203543092 | 0.001357477 | 0.036876365 |
| Gm10332  | 41.32801863 | 1.098978905  | 0.348576326 | 3.152764035 | 0.001617325 | 0.041312884 |
| Colca2   | 3.522414864 | 4.431340817  | 1.467815562 | 3.019003839 | 0.002536073 | 0.056062262 |
| Mid1ip1  | 14.07201917 | -1.793627114 | 0.595536629 | -3.01178303 | 0.002597182 | 0.056767551 |
| Lrrc51   | 8.935683416 | 2.028175047  | 0.68692071  | 2.952560635 | 0.003151502 | 0.065071442 |
| Try4     | 24.59874773 | 1.148325551  | 0.396357209 | 2.897198598 | 0.003765113 | 0.073659735 |
| Pcnx2    | 26.9282857  | 1.212429141  | 0.424956224 | 2.853068321 | 0.004329931 | 0.080621041 |
| Slit3    | 26.23655291 | -1.144340663 | 0.406424182 | -2.81563134 | 0.004868149 | 0.086581143 |
| Nts      | 13.57757091 | 1.513080093  | 0.538225341 | 2.811239042 | 0.004935111 | 0.087249846 |
| Snhg11   | 16.93336326 | 1.768504773  | 0.645289339 | 2.740638449 | 0.006131994 | 0.098231157 |

**Table S7-3. List of differentially expressed genes between MII oocytes from 6-8m and 10-12m mice.**

| gene name    | baseMean    | log2FoldChange | lfcSE       | stat        | pvalue      | padj        |
|--------------|-------------|----------------|-------------|-------------|-------------|-------------|
| Ccdc12       | 274.1339718 | 1.136495241    | 0.175470474 | 6.476846026 | 9.37E-11    | 1.47E-06    |
| Loxl2        | 70.46286446 | 1.530738592    | 0.324211893 | 4.721414067 | 2.34E-06    | 0.003055667 |
| Nyap2        | 64.45527234 | -1.362439748   | 0.307749685 | -4.42710363 | 9.55E-06    | 0.008301048 |
| Olfr1369-ps1 | 71.09033415 | 1.336789836    | 0.339797623 | 3.934076485 | 8.35E-05    | 0.023862027 |
| Ldlr         | 49.96022593 | 2.711403337    | 0.751990463 | 3.605635269 | 0.00031139  | 0.053566986 |
| Fth1         | 1074.653395 | 1.515285127    | 0.427131354 | 3.547585801 | 0.000388779 | 0.063582753 |
| Tbc1d25      | 52.43515179 | -1.025087278   | 0.294190228 | -3.48443688 | 0.000493174 | 0.071491931 |
| Pet100       | 30.58795874 | 1.56038084     | 0.450430412 | 3.464199567 | 0.000531812 | 0.075691325 |

# Supplementary material for: Integrative proteome analysis implicates aberrant RNA splicing in impaired developmental potential of aged mouse oocytes
**Source:** Aging Cell. 2021 Sep 28;20(10):e13482. doi: 10.1111/acel.13482
**Supplement:** Supplementary file 12 — Supplementary Material

**Supplementary Material**

**Supplementary Experimental Procedures**

**Oocyte retrieval and classification**

The female mice in the three age groups were superovulated by injecting 5 IU pregnant mare serum gonadotropin (PMSG) (Ningbo Sansheng Pharmaceutical Corporation, Zhejiang, China) followed by 5 IU human chorionic gonadotropin (hCG) (Ningbo Sansheng Pharmaceutical Corporation) 46–48 h after PMSG priming. Oocytes were collected 14–15 h after hCG injection. Cumulus-oocyte complexes (COCs) were isolated from oviduct ampullae, and denuded MII oocytes were obtained by removing the cumulus mass in M2 medium (M7167, Sigma) containing 0.5 mg/mL hyaluronidase at 37°C. Oocytes were counted and classified as MII (presence of first polar body in the perivitelline space) or dead (condensed, fragmented cytoplasm or vacuoles).

**IVF and embryo culture**

Sperms were isolated from dissected epididymides of adult C57BL/6 mice and capacitated for 1.5 h at 37°C in human tubal fluid fertilization medium (Fujifilm Irvine Scientific, Santa Ana, CA, USA) supplemented with 10 mg/mL bovine serum albumin. Dispersed spermatozoa were then added to drops of human tubal fluid medium containing COCs. After coincubation for 4–5 h in a 37°C incubator, the inseminated oocytes were washed to remove cumulus cells and excess sperm. The number of embryos that formed pronuclei was used as a measure of fertilization rate. For the culture of preimplantation embryos, zygotes were transferred to KSOM medium (Millipore Sigma) and cultured to the 2-cell, morula, or blastocyst stage.

**Immunofluorescence staining**

Oocytes and preimplantation embryos were fixed with 4% paraformaldehyde overnight at 4°C and incubated in 0.5% TritonX-100 for 30 min at 37°C. Samples were then blocked in 1% bovine serum albumin in PBS for 1 h and incubated overnight at 4°C with primary antibodies. The following antibodies were used at the following dilutions: anti-α-tubulin (1:250) (T6074; Sigma) and anti-γH2AX (1:500) (ab22551; Abcam). After three washes with PBS, the samples were incubated with secondary antibodies for 1 h at room temperature, washed three times with PBS, and stained with Hoechst 33342 (Invitrogen) for 10 min. The samples were mounted on glass slides and observed by confocal microscopy (LSM 800; Carl Zeiss, Germany).

**Mitochondrial staining**

MII oocytes were incubated in M2 medium supplemented with 200 nm MitoTracker™ Orange CMTMRos (Invitrogen) for 60 min at 37°C. Oocytes were then washed and fixed with 4% paraformaldehyde for 30 min at room temperature and washed again. Then, the oocytes were mounted on glass slides and observed using a confocal laser scanning microscope (LSM 800; Carl Zeiss, Germany).

**Chromosome spread**

Oocytes were exposed to Tyrode’s buffer (pH 2.5) for 30 s at 37°C to remove the zona pellucida. After recovery in M2 medium for 10 min, the oocytes were fixed in a drop of 1% paraformaldehyde and 0.15% Triton X-100 on a glass slide. After air drying, the oocytes were incubated with anti-centromere antibody (1:500) (15–234; Antibodies Incorporated) overnight at 4°C, and then incubated with secondary antibody for 1 h for kinetochore labelling. Chromosomes were stained with Hoechst 33342, and the samples were examined using a confocal laser scanning microscope (LSM 800).

**TUNEL assay**

To analyse apoptosis at the blastocyst stage, a terminal deoxynucleotidyl transferase dUTP nick-end labelling (TUNEL) assay was performed on blastocysts from three age groups using the In Situ Cell Death Detection Kit (11684795910; Roche). The procedures were carried out according to the instructions provided by the manufacturer. Fluorescence was detected using a confocal laser scanning microscope (LSM 800).

**EU incorporation assay**

The 2-cell embryos at different time points (24, 26, 28, 30, and 32 hpi) were cultured in KSOM medium with 1mM 5-ethynyl uridine (EU) for 2 h. Fixation, permeabilization, and staining were performed using the Click-iT RNA Alexa Fluor 594 Imaging Kit (C10330; Invitrogen) according to the manufacturer’s instructions. The 2-cells were detected and imaged using a confocal laser scanning microscope (LSM 800).

**RNA isolation, cDNA synthesis and RT-PCR analysis**

Total RNA was extracted from 2-cell embryos of 28 hpi from the three age groups using the RNeasy Plus Micro Kit (74034; Qiagen, Hilden, Germany). The reverse transcription enzyme (DRR036A; Takara) was used for cDNA synthesis. Semi-quantitative RT-PCR was performed using Premix Taq (RR901; Takara). Primers were designed flanking the skipped exons of DSGs. *Cdk9* primers were designed as 5’-CTGAACGGCCTCTACTACATC-3’ and 5’-GTCAATGAGGTCCAGAGCAT-3’, *Ube2d3* primers were designed as 5’- CCTTTGAGTACACCTCGGGA-3’ and 5’-GGTCGTCTGGGTTTGGATCA-3’, *Mnat1* primers were designed as 5’-AAGCATTGGAGGTAGAACGC-3’ and 5’- GCAAGATCCTGTGGAGATGC-3’, *Fanca* primers were designed as 5’- AGTGTCCCGTGATTCTGACT-3’ and 5’- TCTGTCAACTGGAAGAGCAC-3’, 18S primers were designed as 5’-GTAACCCGTTGAACCCCATT-3’ and 5’-CCATCCAATCGGTAGTAGCG-3’, *Actin* primers were designed as 5’- AGATCAAGATCATTGCTCCTCCTGA-3’ and 5’- GCAGCTCAGTAACAGTCCGC-3’. 18S rRNA and *Actin* were used as internal control.

**Western blotting**

A total of 50 oocytes were collected in RIPA lysis buffer (CW2333; CWBIO) supplemented with 1% protease inhibitor cocktail (CW2200; CWBIO) and 1% phosphatase inhibitor cocktail (CW2383; CWBIO). After boiling for 5 min, the total lysates of each group were subjected to a 4‒20% SDS-PAGE and then transferred to a polyvinyl fluoride membrane. Non-specific binding sites were blocked with 5% non-fat milk in Tris-buffered saline for 2 h at room temperature and then incubated overnight with primary antibodies: PUF60 (MA5-27821; Thermo Fisher Scientific) and Actin (AC026; Abclonal) at 4°C. After washing three times in Tris-buffered saline containing 0.05% Tween-20 (TBST), the membranes were incubated with the appropriate secondary antibody for 2 h at room temperature, followed by three washes with TBST. The protein bands were then visualised using a Bio-Rad gel imaging system.

**Morpholino microinjection**

Approximately 10 pL of morpholino (Gene Tools, USA) was injected into zygotes at a concentration of 1 mM. The zygotes were then cultured in KSOM medium, and after culture, 2-cell embryos of 28 hpi were collected for assessment of the changes in alternative splicing events by RT-PCR. The sequences of *Cdk9* morpholinos are 5’-CTGCCCGCTCGGGAGTCCTCACC-3’ and 5’-ACACCCAGTTCGGTTACTCACCTCT-3’, and the sequences of the control morpholino are 5’- CCTCTTACCTCAGTTACAATTTATA-3’.

**Supplementary Figure Legends**

**Figure S1.** PCA and pathway mapping of 187 DE proteins. (a) PCA of 187 DE proteins among three age groups. The first two principal components are plotted. There were 4 replicates for each stage. (b) Spliceosome assembly pathway mapping of the identified splicing-related DE proteins. Splicing-related DE proteins are listed in boxes near the spliceosome assembly steps in red.

**Figure S2.** Time point determination of splicing analysis. (a) Overview of transcription dynamics from oocyte to preimplantation development. (b) The 2-cell embryos of 24-34hpi were cultured with 5-ethynyl uridine (EU). The signals of nascent RNA are detected as red fluorescence, whereas the nuclei are blue (Hoechst). Scale bar, 10 μm. (c) Quantification of EU fluorescence intensity in 2-cell embryos of 24-34 hpi (24-26 hpi, n=21; 26-28 hpi, n= 22; 28-30 hpi, n=27; 30-32 hpi, n=30; 32-34 hpi, n=25). Data are presented as the mean ± SEM.

**Figure S3.** Analysis and validation of splicing events of DNA damage repair/response related DSGs. Sashimi plot and RT-PCR validation of *Ube2d3* (a), *Mnat1* (b), and *Fanca* (c) in 2-cell embryos from three age groups. Sashimi plot indicating the average RNA-seq read density and splice junction counts. The exon inclusion level (Inclusion%) was predicted by RNA-Seq data.

**Figure S4.** Validation of *Cdk9* morpholino’s effectiveness and preimplantation embryo development in control and *Cdk9* morpholinos-injected 2-cell embryos. (a) RT-PCR validation of splicing events of *Cdk9* morpholino-injected 2-cell embryos. (b) Blastocyst rate in control and *Cdk9* morpholinos-injected 2-cell embryos (from three independent experiments). Data are presented as the mean ± SEM.

**Supplementary Table Legends**

**Table S1.** List of 187 proteins that were differentially expressed in MII oocytes of three different age groups.

**Table S2.** GO analysis of 187 DE proteins according to biological process.

**Table S3.** KEGG pathway analysis of 187 DE proteins.

**Table S4.** List of alternative splicing events and genes at the 2-cell stage (10-12m versus 8-10w).

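Table S4 gives the output of rMATS for each event. It lists the coordinates of the alternative region and of the flanking exons, the junction reads that include or skip the region in each library, the inclusion level of each library, and the difference between the groups with its FDR. The first sample columns hold the 10–12 m libraries, so that a negative difference is a lower inclusion in 10–12 m embryos. Beside SE, the table lists 36 RI, 62 A5SS, and 61 A3SS events by the paper's calls. Inclusion was lower in 10–12 m for 386 and higher for 385 of its 771 readable events. In the deposited fragment counts, the median level of the tested genes of this table was higher than the level of 63.6% of all tested genes.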

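Table S5 has the columns of Table S4, with the 6–8 m libraries in the first sample columns and the same 8–10 w libraries as reference. By the paper's calls it holds 38 RI, 44 A5SS, and 71 A3SS events beside SE. Inclusion was lower in 6–8 m for 480 and higher for 469 of its 949 readable events. The median level of its tested genes in the deposited fragment counts was higher than that of 61.7% of all tested genes.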

**Table S5.** List of alternative splicing events and genes at the 2-cell stage (6-8m versus 8-10w).

**Table S6.** List of PUF60-binding DSGs in the two reproductively aging groups versus the younger group.

**Table S7.** Lists of differentially expressed genes among MII oocytes from 8-10w, 6-8m, 10-12m mice (8-10w versus 6-8m, 8-10w versus 10-12m and 6-8m versus 10-12m).

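Table S7 gives the output of DESeq2 for 3 comparisons, with the mean normalized count over the samples compared, the log2 fold change and its standard error, and the p‐value before and after adjustment. The adjusted p‐value was below 0.05 for 49 of its 63 genes in at least 1 comparison. Of the 63 genes, 56 are listed in the files of the 2‐cell embryos and 1, Ccdc12, in those of the MII oocytes. The paper's log2 fold change for Ccdc12 in 6–8 m versus 10–12 m is 1.14 (standard error 0.175, adjusted p = 1.47e-06), with a paper's mean normalized count of 274. In the deposited counts, the mean of Ccdc12 over the same samples was 49.0 normalized reads. In 6–8 m/8–10 w and 10–12 m/8–10 w, for which the table does not list the gene, its log2 fold change was −0.30 (standard error 0.27, adjusted p = 0.601 from edgeR) and −0.10 (standard error 0.32, adjusted p = 0.921 from edgeR). From the inconsistency between the transcriptome and the proteome, the paper proposes that aging may act on oocytes mainly after transcription.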

How the deposited data were processed for this re-analysis (not part of the article)

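RNA sequencing of MII oocytes (3 samples of about 50 oocytes in each of the 8–10 w, 6–8 m and 10–12 m groups) and of 2‐cell embryos (2 samples of about 50 embryos in each group, collected at 28 hpi) was used. For the MII oocytes, the authors trimmed the reads with Cutadapt after quality control with FastQC, mapped them to mm10 with STAR and deposited HTSeq‐count counts for 333 genes, with no normalization and with the tallies of reads not assigned to a listed gene. For the 2‐cell embryos, the authors deposited a table per sample with the fragment count of each RefSeq transcript. The deposited tables also hold a signal column (FPM), in which the authors divided the fragment count by the total number of fragments of the sample. The FPKM column of the deposited tables is the FPM divided by the length of the transcript. The program behind the 2‐cell tables is not named in the paper, and their columns are those of FPKM_count in RSeQC. Fragments are counted on every transcript they overlap, so that transcripts of a gene share them. The FPM and FPKM columns were not used here, since the count columns hold the same measurement without scaling.

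For MII oocytes, the library size was the number of reads assigned to a listed gene, to no feature or to more than 1 feature. For 2‐cell embryos, it was the total number of fragments of the sample, and a gene was represented by its longest transcript. Of the 24222 genes, 5938 had more than 1 placement. Gene symbols were taken from RefSeq on GRCm38.p6, and coordinates and exons from GENCODE vM21, both on the mm10 assembly that the authors used.

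Differential expression was tested with the quasi‐likelihood F test of edgeR 4.0.16, with TMM factors and edgeR's filter on low counts (minimum count 10, minimum total 15), in R 4.3.3. The standard error of a log2 fold change was taken from the F statistic. P‐values were adjusted by the Benjamini‐Hochberg method over the genes tested in each comparison, and genes past a log2 fold change of 1 with an adjusted p‐value below 0.05 were called. Gene sets were tested with camera of limma 3.58.1 with a correlation of 0.01 between genes, and p‐values were adjusted over the comparisons of each set. Camera takes its error from the few samples and the spread between genes, and an exact permutation of the samples could not reach 0.05 in these designs. The replicate numbers used as a block come from the sample titles. The names of the deposited files carry other replicate numbers, so that results with a block hold only for the numbering of the titles. The sample labels also conflict on the stage, which was taken from the titles and the paper's methods. Correlations across genes were tested by 100000 permutations, and shared directions by an exact binomial test. Tables were prepared with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The common biological coefficient of variation was 0.106, 0.104 and 0.111 in the MII comparisons and 0.18 in 2‐cell embryos. Between 319 and 323 of the listed genes were detected in an MII library.

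The alternatives were DESeq2 1.42.0, its size factors within edgeR, all genes with at least 1 read, other sets of samples in the model, the replicate number as a block, an adjusted p‐value of 0.1, no fold change threshold, camera with an estimated correlation, Spearman correlations, and each replicate left out in turn. These alternatives, the comparisons, the tests and the rule for named genes were set before the data were examined. Library totals without TMM, a block with the replicate numbers of the 10–12 m embryos exchanged, other choices of transcript, and the minimum number of fragments on an exon (10, with 20 and 50 as alternatives) were chosen after seeing the data, as was the adjustment of camera's p‐values over comparisons. The crossed block was added because same‐numbered 10–12 m and 6–8 m embryos deviated in opposite ways (r = −0.267). The genes named are those that the paper names, the 5 genes with the smallest p‐value in each part of Table S7, and in each comparison the 5 genes with the smallest adjusted p‐value among those called without overlap between groups. Other genes named were chosen after their values were seen.

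The methods were tested on simulated data. With 30 genes changed by a log2 value of 1 in counts like those of the MII oocytes, 28 (93.3%) had an adjusted p‐value below 0.05 in edgeR, with 3 false ones among 291 genes, but only 13 (43.3%) also passed the fold change threshold and were called. Of 30 genes changed by 1.5, edgeR called 29 (96.7%). A count of 0 in MII oocytes therefore speaks less about changes near the threshold than about larger ones. In counts like those of the 2‐cell embryos, edgeR called 166 (83%) of 200 genes changed by 1.5, with 4 false calls, and 78 (39%) of 200 genes changed by 1, with 2 false calls. The share called under both thresholds and the MII change of 1.5 were added after the results were seen. Camera of limma passed 0.05 for a set of 40 genes raised by 0.3 and not for an unchanged set of 40 genes. The simulated genes varied independently of each other, so that this says nothing about camera where genes vary together between libraries.

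To correct for transcript length or GC content, a smooth curve (span 0.3, prior count 2) was fitted in each 2‐cell library. Sequence sharing was measured as the percentage of 31‐base words that a gene's transcripts share with those of another gene. The events and read counts of Tables S4 and S5 and the protein values of Table S1 are the paper's and were read from its supplement. Splicing itself, gene ontology terms, sequence motifs, the proteome, blots and images were not analysed here.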

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

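The test of normalization was chosen after the results were seen. The replicate block and the estimated correlation between genes were chosen earlier as other settings, but were used to weigh an explanation only after the results were seen. The other tests in this part were chosen before. In 2‐cell embryos, 17 genes passed a log2 fold change of 1 and an adjusted p‐value of 0.05 in 10–12 m/8–10 w, 15 higher and 2 lower. The gene expression of 2‐cell embryos between age groups is not reported in the paper, which used these samples for splicing. The count was 0 in 6–8 m/8–10 w (729 genes at an unadjusted p‐value below 0.05) and 0 in 10–12 m/6–8 m (238 genes), against 1353 genes in 10–12 m/8–10 w. The difference between comparisons was not itself tested. The genes with the smallest adjusted p‐values were Mmp12 (log2 fold change 2.18, adjusted p = 0.00267 from edgeR, 12.7 ± 1.03 against 2.80 ± 0.311 FPM, SD, n = 2), Psenen (1.54, 0.00613), Ifitm6 (1.29, 0.0143), Med30 (1.36, 0.0143) and Rfpl4 (1.50, 0.0241). Psenen shares 40.7% of its 31‐base words with another gene. Prl8a2 (−1.67, adjusted p = 0.0248) and Ddx60 (−1.62, adjusted p = 0.0323) were lower, and the paper's Table S7 also lists both as lower in 10–12 m oocytes. Neither was called with the replicate number as a block or without TMM, where 0 genes were called lower. In all 17 genes the 2 samples of 1 group lay apart from the 2 of the other, which chance gives in 33.3% of comparisons for an unselected gene. These genes were selected for differing, so the separation is no further evidence. All 17 changed in the same direction in 6–8 m/8–10 w, which shares the 8–10 w samples, so that this is no independent evidence.

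Technical explanations were tested first. Without TMM normalization between libraries, 16 of the 17 genes kept a log2 fold change past 1, but only 2 were called, and the highest adjusted p‐value was 0.270. After correction for transcript length, 10 were called and 15 kept the fold change (Spearman correlation of fold change and length −0.157 before and −0.0065 after, over 12809 genes). The correction moved a called gene by at most 0.20 on the log2 scale. After correction for GC content, 16 of the 17 were called, among 30 genes called in all (correlation −0.0655 before and −0.0026 after). This correction moved a called gene by at most 0.067, so that it says little about GC content for these genes. Fragments shared with near‐identical genes could bear on 3 of the 17 genes, Obox1 (74.2% of 31‐base words), Obox2 (79.4%) and Psenen, which share at least 10% of their words with another gene, as do 15.3% of 1000 random genes. With the replicate number as a block, 3 genes were called, so that most of the calls depend on the model. Samples with the same replicate number hardly deviated together here (r = −0.0206), so this count says little about differences between libraries. With the block crossed, 49 were called, but this pairing was chosen after the samples were seen to deviate that way.

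RNA of other cells and the state of the embryos were tested with lists of marker genes. Cumulus cell RNA cannot be told apart from no difference (limma camera, p = 0.423, where an exact permutation of the samples cannot go below 0.333), with 13 of 38 markers (34.2%) tested. Immune cell markers were higher in 10–12 m (p = 0.023 with the same exact limit, adjusted p = 0.0368 by Benjamini‐Hochberg over lists and comparisons, 11 of 14 higher, median log2 fold change 0.62), with 46.7% of the list tested and a p‐value of 0.16 with an estimated correlation, so that immune cell RNA remains possible for some of the genes. A list of oocyte transcripts was higher (p = 2.58e-06 with the same exact limit, adjusted p = 2.06e-05, 38 of 47 higher, median 0.33), with a p‐value of 0.167 under an estimated correlation. These values leave open that transcripts of the oocyte may persist longer in embryos of older mice. Genes first transcribed at the 2‐cell stage were also higher (p = 0.00114 with the same exact limit, adjusted p = 0.00456, 32 of 43 higher, median 0.38; 0.329 under an estimated correlation), the opposite of a weaker start of transcription. Immune cell RNA cannot account for the 17 genes as a whole. The tested immune markers had a median level of 1.26 FPM, while Rfpl4 rose from 282 to 797 FPM and Prl8a2 and Ddx60 fell. For single genes among the 17, it was not tested and cannot be ruled out. The labels give no batch, so that batches of embryos could not be tested. The block (3 genes called) and the crossed block (49 genes called, all 17 among them) cannot stand in for batches. The crossed pairing was chosen from the way the samples deviated (r = −0.267), so that a higher count was likely. A batch that follows the age groups was not tested. Breeding history could not be tested either, since the paper's older mice were ex‐breeders and its young mice virgin.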

How the results depend on the processing

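Alternatives that give only a count or a fold change carry no p‐value here, and the cause of a change between settings was not tested unless a value shows it. The number of MII oocyte DEGs stayed at 0 in every alternative run, including each replicate left out in turn, except that without the fold change threshold it was 2 in 6–8 m/8–10 w and 12 in 10–12 m/8–10 w. The count at any fold change varied. In 6–8 m/8–10 w it was 16 with DESeq2, 8 with all genes of at least 1 read, 4 with all 9 samples in a model, 1 with the block, 0 without TMM (59 at an unadjusted p‐value below 0.05), and 0 to 11 with a replicate left out. In 10–12 m/8–10 w it was 18 with DESeq2, 8 with all genes of at least 1 read, 3 with the block, and 3 to 20 with a replicate left out. In 10–12 m/6–8 m it was 0 to 5 with a replicate left out.

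In 2‐cell embryos, the 10–12 m/8–10 w count was 54 with DESeq2, 98 with all genes of at least 1 read, 85 with only the compared groups in the model, 3 with the block, 49 with the crossed block, 2 without TMM, and 42 at an adjusted p‐value below 0.1. All 17 genes were among those called with DESeq2, with all genes of at least 1 read, with only the compared groups, with the crossed block and at 0.1. With a replicate left out, 14 to 17 of them kept a log2 fold change past 1. The 6–8 m/8–10 w count was 1 with DESeq2, 14 with all genes of at least 1 read, and 2 with only the compared groups. In 10–12 m/6–8 m it was 4 with all genes of at least 1 read.

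With an estimated correlation, limma's camera gave an adjusted p = 0.385 in 6–8 m/8–10 w (median −0.13) and an adjusted p = 0.385 in 10–12 m/8–10 w (median −0.15) for the splicing‐related genes in 2‐cell embryos. The unadjusted p‐value of the DSGs of 10–12 m/8–10 w, which was just below 0.05, rose above it with an estimated correlation (median −0.090), with all genes of at least 1 read (median −0.086) and for genes with an SE event (median −0.080). Adjusted over the 2 comparisons, it was above 0.05 in every setting run. In MII oocytes, the 10–12 m/8–10 w median of the splicing‐related genes ranged from −0.032 to 0.042 with a replicate left out, and was −0.00084 without the second 10–12 m replicate.

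The correlation of protein and mRNA in 6–8 m/8–10 w was −0.265 (permutation p = 0.0904) by Spearman and −0.272 (permutation p = 0.0733) with all genes of at least 1 read, and ranged from −0.461 to −0.103 with a replicate left out. In 10–12 m/8–10 w it was −0.395 (permutation p = 0.0103) by Spearman, and ranged from −0.373 to −0.0993. For the fragments confined to skipped exons, the correlation in 10–12 m/8–10 w was −0.216 by Spearman, 0.0921 with at least 20 fragments (8 of 13 events in the same direction) and 0.154 with at least 50 (8 of 12). In 6–8 m/8–10 w it was 0.18 with at least 20 fragments (7 of 16 events in the same direction) and 0.286 with at least 50 (6 of 13). By Spearman it was 0.403.

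Among single genes, the direction reversed with the block in 6–8 m/8–10 w for Puf60 (−0.0012) and Ptbp1 (−0.0018), and without TMM for Slu7 in 6–8 m/8–10 w (0.094) and for Ptbp1 (0.037), Srsf5 (0.089) and Hnrnpm (0.097) in 10–12 m/8–10 w. The reversals without TMM follow from the scaling, which moves the median log2 fold change of all MII genes from 0.023 to 0.13 in 6–8 m/8–10 w and from 0.0019 to 0.12 in 10–12 m/8–10 w, and are not changes of these genes relative to the others. With a replicate left out, the 6–8 m/8–10 w values ranged from −0.17 to 0.18 for Puf60, −0.22 to 0.13 for Ptbp1, −0.045 to 0.038 for Slu7, −0.015 to 0.28 for Hnrnpm and −0.059 to 0.33 for Sf1. The 10–12 m/8–10 w values ranged from −0.23 to 0.034 for Ptbp1, −0.14 to 0.064 for Srsf5, −0.15 to 0.14 for Hnrnpm and −0.36 to 0.054 for Sf1. Ccdc12 ranged from −0.16 to 0.42 in 10–12 m/6–8 m. In 2‐cell embryos, where leaving out a replicate gives no test, the sign also changed for Fanca in 6–8 m/8–10 w (−0.39 to 0.022) and 10–12 m/8–10 w (−0.035 to 0.14) and for Mnat1 in 6–8 m/8–10 w (−0.32 to 0.17). The results for single genes other than Cdk9, with the count of called 2‐cell genes that kept a log2 fold change past 1, number 27. Of 327 settings for these results, 24 reversed in a test and 15 changed otherwise (5 weaker, 10 moved by more than 1 standard error). The 24 include the reversals without TMM, which follow from the scaling. For summary results, 48 of 68 settings that left out a replicate and 122 of 153 others kept the direction and the side of the threshold. Alternatives for normalized values were not run, since the values used are counts. For 2‐cell counts and gene sets, leaving out a replicate was not run, since a group would hold 1 sample. The MII results cover only the listed genes.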

Differences from the paper's values

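Table S7 lists 1 gene of the MII oocyte files, Ccdc12, as a DEG in 10–12 m/6–8 m by the paper's values, against 0 here (31 genes at an unadjusted p‐value below 0.05). The paper's log2 fold change of Ccdc12 is 1.136 (its standard error 0.175), against 0.23 here. The paper's mean normalized count of Ccdc12 is 274.1, against 48.97 here and 48.79 with DESeq2's size factors. With DESeq2 in place of edgeR, the log2 fold change was 0.24. For the count of DEGs and the log2 fold change, none of the alternatives set before the data were examined closed the gap. The mean count was recomputed only with DESeq2's size factors, which did not close it.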

Other observations

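The tests of the DEGs of Table S7, of exons in 2‐cell transcripts and of other splits of the samples were chosen after the results were seen. The estimated correlation between genes was chosen earlier as another setting, but was used to weigh an explanation only after the results were seen. In 2‐cell embryos, Puf60 had a log2 fold change of −0.37 in 6–8 m/8–10 w (adjusted p = 0.907 from edgeR) and −0.57 in 10–12 m/8–10 w (adjusted p = 0.424 from edgeR).

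As a set, 48 splicing‐related genes of Table S1 were lower in 2‐cell embryos, with a median log2 fold change of −0.13 in 6–8 m/8–10 w (37 lower; limma camera, adjusted p = 0.0184 over the 2 comparisons; adjusted p = 0.026 with the block) and −0.15 in 10–12 m/8–10 w (34 lower; adjusted p = 0.00758; adjusted p = 0.0133 with the block). The set stayed lower in 10–12 m/8–10 w after correction for transcript length (limma camera, p = 0.0069) and for GC content (p = 0.00133), where an exact permutation of the samples cannot go below 0.333. The median was −0.16 after the correction for length, which hardly moved it, and −0.19 after the correction for GC content. The uncorrected median lay at the percentile 0.89 of 10000 random lists of genes with a similar level. The other 268 genes of the MII files had a median of −0.070 (160 lower), and the difference from the list gave a permutation p of 0.0797, so that the list cannot be told apart from the other genes of those files. When the correlation between genes of the list was estimated from the data, camera gave p = 0.301 with the same exact limit. The genes of the list may therefore vary together between libraries for reasons other than age.

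The hypothesis that age differences of oocyte mRNA are carried into 2‐cell embryos was tested in 10–12 m/8–10 w. Across 289 genes of the MII files, which are not independent replicates, the log2 fold changes at the 2 stages had a Pearson correlation of 0.131 (permutation p = 0.026, adjusted p = 0.052 by Benjamini‐Hochberg over 4 relations), with 155 genes (53.6%) of the same sign. The correlations were 0.0242 in 6–8 m/8–10 w and 0.0424 in 10–12 m/6–8 m. By Spearman, the values were 0.154 in 10–12 m/8–10 w (permutation p = 0.00831, not adjusted), 0.0296 in 6–8 m/8–10 w and 0.075 in 10–12 m/6–8 m. Of 29 DEGs of Table S7 tested in 2‐cell embryos, 23 changed in the direction that the paper gives for oocytes (exact binomial p = 0.00232, adjusted p = 0.00696 by Benjamini‐Hochberg), 9 of 11 in 6–8 m/8–10 w (p = 0.0654 by the exact binomial test) and 4 of 5 in 10–12 m/6–8 m (p = 0.375 by the exact binomial test). Part of the age difference may thus be carried over for these genes. Differences between the mice of the age groups other than age were not tested. By the paper's methods, the older mice were ex‐breeders and the 8–10 w mice were virgin. Breeding history therefore could not be separated from age.

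Genes that rose from MII oocytes to 2‐cell embryos in the 6–8 m group tended to be lower in 10–12 m than in 8–10 w embryos (Pearson correlation −0.2 across 288 genes, permutation p = 0.00078, adjusted p = 0.00312 by Benjamini‐Hochberg over 4 relations). The correlation was −0.266 after correction for transcript length (permutation p = 1e-05, the smallest that the permutations can give) and −0.209 after correction for GC content (permutation p = 0.00032). A candidate explanation is that embryos of older mice lag in the change from oocyte to 2‐cell embryo. The lists of marker genes point both ways. Oocyte transcripts were higher in 10–12 m than in 8–10 w embryos (38 of 47, median log2 fold change 0.33), as a lag predicts, but so were genes first transcribed at the 2‐cell stage (32 of 43, median 0.38), as it does not. With an estimated correlation between genes, neither list passed 0.05 (0.167 and 0.329). The genes are those of the MII files only, and the stages were counted by different programs.

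For some SE events, 2‐cell transcripts with and without the exon are both listed, so that fragments confined to the exon could be counted. The change in their share of the fragments of the gene had a Pearson correlation with the paper's inclusion difference of 0.00827 in 10–12 m/8–10 w (18 events, permutation p = 0.972, adjusted p = 0.972, 9 in the same direction). It was 0.445 in 6–8 m/8–10 w (24 events, permutation p = 0.0311, adjusted p = 0.0622 by Benjamini‐Hochberg, 12 in the same direction). For these events, the deposited fragments thus showed no clear relation with the paper's direction in 10–12 m/8–10 w and cannot decide it in 6–8 m/8–10 w. Only 18 of the 613 SE events in 10–12 m/8–10 w and 24 of the 799 in 6–8 m/8–10 w could be used. Some had small differences in the paper, such as 0.018 for Slbp in 10–12 m/8–10 w, and could hardly show a direction. The values therefore say little about the paper's events as a whole.

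For MII oocytes, each result was recomputed for the 10 splits of the 6 samples into groups of 3. The real split and 3 others part all same‐numbered samples, and the remaining 6 part only 1 such pair, so that the real split was compared with the first 4. A number of DEGs as large was given by 4 of 4 in each comparison, since it is 0 (46, 52 and 31 genes at an unadjusted p‐value below 0.05). The number of genes at any fold change was as large in 1 of 4 in 6–8 m/8–10 w and in 10–12 m/8–10 w, which is the real split alone, and in 4 of 4 in 10–12 m/6–8 m. A set p‐value as small for the splicing‐related genes was given by 3 of 4 in both 6–8 m/8–10 w and 10–12 m/8–10 w. A correlation of protein and mRNA as far from 0 was given by 2 of 4 in both. With so few splits, no share can fall below 0.05.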
